# Aging induces T cells with distinct transcriptomic profiles and functions in brain-associated tissues

**DOI:** 10.3389/fimmu.2025.1619196

**Published:** 2025-06-04

**Authors:** Youwen Si, Yuanyue Zhang, Qi Yang

**Keywords:** T cell, CD153, aging, cognitive function, CD4, CD8

## Abstract

**Background:**

Aging is known to induce the emergence of distinct lymphocyte populations with unique molecular and functional characteristics. However, the impact of aging on the transcriptomes and functional activities of CD4 and CD8 T cells in non-lymphoid tissue remains poorly understood. Investigating aging-induced transcriptomic changes in tissue-infiltrating immune cells may provide insights into tissue homeostasis and malignancy in the aging context.

**Methods:**

Single-cell RNA sequencing (scRNA-seq) was performed to compare the cell subsets and transcriptomes of CD4^+^ and CD8^+^ T cells in brain-associated tissue, including the meninges and choroid plexus of young and aged mice. Flow cytometry was used to analyze aging-associated CD4^+^ T cells in the hippocampus. Depletion antibodies were employed to investigate the functional role of aging-associated T cells.

**Results:**

Aging induces a shift in the transcriptomes of CD4^+^ and CD8^+^ T cells in the meninges and choroid plexus toward an effector memory phenotype. In aged mice, T helper 2 (Th2) cells, regulatory T cells (Tregs), and distinct subsets of CD153-expressing CD4^+^ T cells accumulate in these brain-associated regions. Notably, CD153-expressing CD4^+^ T cells also infiltrate the hippocampus. Depletion of CD153^+^ cells using anti-CD153 antibodies leads to impaired cognitive function, suggesting a potential protective role for these cells in the aging brain.

**Conclusions:**

Aging alters the transcriptome of brain-associated CD4^+^ and CD8^+^ T cells. In particular, distinct CD153-expressing CD4^+^ T cells accumulate in the meninges and choroid plexus, and also infiltrate the hippocampus during aging. These cells may play a protective role in maintaining brain homeostasis.

## Background

Aging is a multifaceted biological process that profoundly impacts the mammalian immune system. Aging leads to both a decline of immune defense to pathogens and malignancies, and elevated tissue inflammation. Aging leads to reduced output of naïve T cell and B cell generation and contracted TCR/BCR repertoires (1). However, the profound effects of aging on lymphocyte development and function are far more complex than pan-inhibition. Notably, aging is associated with the emergence of distinct subsets of T cells, B cells, and innate lymphocytes, whose immunological and functional roles remain incompletely defined (2–7). Some of these aging-associated changes might contribute to sustained tissue inflammation. Nevertheless, regulatory T cells (Tregs) and other immunomodulatory or tissue-reparative immune cell populations also increase with age, potentially representing compensatory mechanisms aimed at preserving physiological homeostasis (8, 9).

Growing evidence from recent studies has highlighted a close interplay between the immune system and the brain (10–15). Immune cells are particularly enriched in the brain barrier regions, including the blood brain barriers (BBB), choroid plexus and meninges (17, 18). In addition, non-microglial immune cells, such as CD8^+^ T lymphocytes, may infiltrate the brain parenchyma in pathological conditions and contribute to tissue inflammation and neurodegeneration (16–20). The specific effects of aging on the transcriptomes, infiltration and functional states of brain-associated lymphocytes remain incompletely understood. While single-cell RNA-seq has been performed with whole meningeal cells including T cells in young and aged mice (21), the analysis for CD4 and CD8 T cells subsets was too broad and lacked in-depth investigation of distinct aging-associated T cell subsets. In addition, the impact of aging on T cell responses in other brain-associated compartments, such as the choroid plexus and brain parenchyma, has yet to be elucidated.

In this study, we examined the single-cell transcriptomes of CD4 and CD8 T cells in the meninges and choroid plexus (22) of young and aged mice. Our data suggest CD8 and CD4 T cells in the brain barrier regions of aged mice exhibit effector memory phenotype. In particular, Th2 cells, Tregs and distinct subsets of CD153+ T cells accumulated in both meninges and CP with aging. Flow cytometry analyses showed that CD153+ T cells also infiltrated into the brain parenchyma in aged mice. Depletion of CD153+ cells using depleting antibodies led to worse cognitive function. Together, our data profiled the transcriptomic changes in brain-associated T cells, identified unique aging-associated CD153+ cells in the brain border and parenchyma regions, and suggest a potentially protective role for these cells.

## Methods

### Animals

Young (10-week) and aged (18 month) female C57BL/6 mice were obtained from the National Institute of Aging via Charles River. Sex-matched mice were randomly assigned to experimental and treatment groups. Experimenters were not blinded to the experimental groups. The animal study was approved by Institutional Animal Care and Use Committee at Rutgers University. The study was conducted in accordance with the local legislation and institutional requirements.

### Antibody treatment and behavior tests

Anti-CD153 (Clone RM153) and isotype controls were purchased from Thermo. Mice were treated with intraperitoneal (i.p.) injections of 0.5 mg anti-CD153 antibodies or isotype controls once every 3 days for 8 weeks. Mice were 18-month old at the time of antibody treatment, and 20 months old at the end of the behavior tests. Specific time frame for antibody treatment and behavior tests were described in **Supplementary Figure 1**. Behavioral testing was conducted as previously described (11, 23–25). All tests were recorded and automatically scored using ANY-maze software (Stoelting Co.). Data were recorded and analyzed by the ANY-maze software (Stoelting Co.). For Open Field test, each mouse was placed in the southeast corner of a 50 × 50 cm white square arena and allowed to explore freely for 10 minutes. Water Maze Testing took place in a round pool with a 125 cm diameter, filled with water made opaque using non-toxic white paint and kept at a temperature of 21–22°C. Visual markers were positioned on all four walls surrounding the pool, which was divided conceptually into four quadrants. During the training phase (Days 1–4), an invisible platform was hidden 1 cm beneath the surface in the southeastern quadrant. Mice were released from alternating starting points located across from the platform’s quadrant. A trial concluded once the mouse located the platform and stayed on it for 10 seconds. If unsuccessful within 60 seconds, the mouse was guided to the platform and allowed to rest there for 10 seconds. Each mouse completed four 1-minute trials per day for four consecutive days. On the fifth day, the platform was removed for the probe test, and mice were allowed to swim freely for 60 seconds. Two independent behavior tests were performed.

Novel object tests were performed in separate behavior tests. For Novel Object Test, mice were habituated to the open field for 10 mins on day 1 as described above. On day 2, two identical objects were placed in the arena and mice were allowed to explore for 10 mins. 24 hours later, one of the objects was replaced with a novel object, and mice were allowed to explore for 10 mins. Exploration was defined as orientation toward the object within a 2 cm distance, as well as direct interactions such as climbing, sniffing, or pushing. Novel object recognition was assessed by calculating the percentage of time spent exploring the novel object relative to the total exploration time of both objects. Two independent behavior tests were performed.

### Flow cytometric analysis and fluorescence activated cell sorting

Flow cytometric analysis and FACS sorting were performed as we previously described (23). Briefly, tissues including the outer dorsal meninges, inner calvaria surface, choroid plexus (22), and hippocampus were dissected on ice. Samples were digested for 20 minutes at 37°C in HBSS containing 0.2 mg/mL Liberase TM and 0.1 mg/mL DNase I. For analysis of meningeal and CP cells, the digested tissue was passed through a 70 µm cell strainer to obtain a single-cell suspension. For hippocampal T cell isolation, enzymatic digestion was followed by Percoll gradient centrifugation to remove debris. Cells were stained with surface antibodies for 30 minutes on ice. The following antibodies were used: anti-CD3ϵ (145-2C11), anti-CD19 (ID3), anti-CD4 (GK1.5), anti-CD11b (M1/70), anti-CD45 (104), anti-CD8 (YTS156.7.7), and anti-CD153 (RM153). Dead cells were excluded using DAPI (Thermo Fisher). Flow cytometry was conducted on a 4-laser LSRII (BD Biosciences) or a 4-laser Cytek Aurora system. Cell sorting was performed using a Cytek Aurora CS cell sorter.

For intravascular labeling of CD45, mice were injected intravenously with 3 µg of anti-CD45.2 PE and euthanized 3 minutes later, as previously described (26). Flow cytometry analysis was conducted as described above.

### Single cell RNA-seq

For single cell RNA sequencing, CD4 and CD8 T cells were sorted from the meninges and choroid plexus of young and aged mice by flow cytometry analysis. scRNA-seq was performed as we previously described (11, 25, 27). Libraries were prepared using the Chromium 5’ Single Cell Gene Expression Kit (10x Genomics) following the manufacturer’s protocol, and sequencing was carried out on an Illumina NextSeq 500 platform. Preliminary data processing was performed using Cell Ranger. Cells with fewer than 200 but more than 7000 genes, or more than 5% of mitochondrial genes, were filtered out. Doublets were removed using the DoubletFinder R package. Data were log-normalized and scaled using Seurat (28). Cell clustering was conducted using the Uniform Manifold Approximation and Projection (UMAP). Differentially expressed genes were identified from normalized data using the Wilcoxon rank sum test for statistical significance. Enriched gene sets were identified using gene set enrichment analysis (GSEA). The scRNA-seq data have been deposited in the Gene Expression Omnibus (GEO) with accession number GSE295632.

### Multiplex and QPCR analysis

For multiplex cytokine assays, CD3^+^ T cells from the cerebrum of aged mice sorted by fluorescence activated cell sorting. Cells were cultured in 96-well plates pre-coated with 10 µg/ml of anti-CD3 and anti-CD28. Cell-free culture supernatant were collected after culturing for 72 hours. Concentrations of cytokines were measured using LegendPlex kits, a kit for bead-based multiplex assays (Biolegend) (29), following the manufacturer’s instructions.

For QPCR analysis, cells in the hippocampus of aged mice with treatment with anti-CD153 or isotype control were sorted by fluorescence activated cell sorting. TaqMan RT-qPCR was then performed using the one-step Cells-to-CT kit (Thermo Fisher Scientific), following the manufacturer’s instructions. This method enables direct lysis of sorted cells and reverse transcription of RNA without the need for prior RNA purification, ensuring rapid and efficient gene expression analysis.

### Statistical analysis

For scRNA-seq data, differential gene expression was assessed using the Wilcoxon rank-sum test, with a false discovery rate (FDR) < 0.05 considered statistically significant. For GSEA, results were considered significant with normalized enrichment score (NES) > 1, and FDR < 0.25. For other experiments, statistical significance between two groups was determined using either the Student’s *t*-test or one-way ANOVA followed by Tukey’s *post-hoc* test, with a threshold of *p* < 0.05.

## Results

### Aging alters the transcriptomes of CD4 and CD8 T cells in brain-associated tissue

To examine the effects of aging on the transcriptomes of CD4 and CD8 T cells in brain-associated T cells, we first examined the abundance of CD4 and CD8 T cells in the meninges, choroid plexus and hippocampus tissue by flow cytometry analysis. Interestingly, aged mice had increased abundance of both CD4 and CD8 T cells in the meninges, choroid plexus and hippocampus tissue (**Figures 1A, B**). 

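T cells of the meninges and the choroid plexus of female mice, young (10 weeks old) or aged (18 months old), were profiled by droplet scRNA-seq of the 5′ ends of transcripts. Each of the 4 libraries was pooled from 5 mice, which leaves 1 library per condition and no replicates, so no test across mice was possible and no p-value is given. The authors counted unique molecular identifiers (UMIs) per gene and cell with Cell Ranger (version 3.1.0), and these raw counts for 31053 genes were used. In the order young meninges, young choroid plexus, aged meninges and aged choroid plexus, the libraries held 1111, 718, 1695 and 1277 cells and 3737140, 2295950, 4262917 and 3957717 UMIs, with a median of 3149, 2886, 2152 and 2651 UMIs per cell. The paper's limits on cells (200 to 7000 genes, at most 5% mitochondrial UMIs) left 1035, 631, 1436 and 1106 cells. Scrublet, used because DoubletFinder was not at hand, marked 13, 7, 1 and 6 of these as doublets, which were removed. Cells without a UMI of Cd3d, Cd3e or Cd3g (12, 4, 28 and 7) were left out too. Of the 1010, 620, 1407 and 1093 T cells that remained, a cell was called CD4 with at least 1 Cd4 UMI and none of Cd8a or Cd8b1, and CD8 with at least 1 Cd8a or Cd8b1 UMI and none of Cd4. The paper's text does not state its rule for sorting in silico. Neither call could be made for 47.5, 43.7, 52.2 and 32.7% of the T cells, which had none of these UMIs. Shares of cells with a UMI of a gene were taken after each cell was thinned to 1000 UMIs, since the median UMIs per cell differed between the ages, and the share without thinning is given beside them. Thinning left out 1, 1, 6 and 1 CD4 and 0, 3, 7 and 7 CD8 T cells with fewer UMIs. Expression is given as the CPM of the UMIs summed over all CD4 or all CD8 T cells of a library, and log2 ratios compare aged with young after adding 10 CPM to both. Values in parentheses after a share or a CPM are 95% exact intervals, Clopper-Pearson for shares and Poisson for summed UMIs, and cover counting error only, not variation between mice. UMIs of genes of other cell types, from free RNA, doublets or the T cells, were not rare. By library, between 14.6 and 50.6% of the CD4 or CD8 T cells had one of the B cell genes Cd79a, Cd79b, Ms4a1 or Ighm, and between 0 and 23.5% one of 4 haemoglobin genes. For 7 macrophage genes it was between 0.784 and 3.87% and for 5 fibroblast genes between 0 and 3.91%. One of 5 gamma-delta T-cell genes was found in 3.47% of young and 12.8% of aged meningeal CD8 T cells. In the choroid plexus these shares were 4.24% and 24.9%. For 4 natural killer cell genes they were 5.41% and 9.25%, and 7.88% and 12.1%. The comparisons of CD8 T cells were not corrected for this. In CD4 T cells the gamma-delta share was between 0.602 and 3.04%. Gene positions are those of the GENCODE vM21 annotation of GRCm38, which holds 30934 of the gene identifiers in the files.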

To determine the properties of these cells, we sorted CD4 and CD8 T cells by fluorescence activated cell sorting (FACS) from young and aged mice and performed scRNA-seq. Because there were too few T cells in the hippocampus to enable robust FACS sorting, we performed scRNA-seq using meninges and choroid plexus tissue. 

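Ccr7 (ENSMUSG00000037944, chromosome 11 from 99144196 to 99155077) encodes a chemokine receptor that guides T cells to lymph nodes. In young meninges it reached 559 CPM (510.4 to 609.9) in CD4 and 445 CPM (406 to 486) in CD8 T cells. After thinning, 38.6% (32.6% to 44.9%) of 254 CD4 and 32.8% (27.1% to 38.9%) of 259 CD8 T cells had a Ccr7 UMI. Without thinning, at a median of 3223 and 3674 UMIs per cell, the shares were 58.0% and 65.3%. For comparison, a meningeal CD4 cluster with an effector memory-like profile, whose cells should lack this gene, had a Ccr7 UMI in 3.05% of its cells, at a median of 2522 UMIs per cell.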

Notably, the majority of CD4 and CD8 T cells in the meninges of young mice were naïve T cells, characterized by high expression of *Sell* and *Ccr7* (**Figures 1C–E**). These naïve T cells were diminished in aged mice (**Figures 1C-–E**). In contrast, both CD4 and CD8 T cells in aged mice exhibited an effector memory -like phenotype. They expressed high levels of *Cd44*, *Il7r* and low levels of *Klrg1* (**Figures 1C–E**). In addition, Foxp3+ Tregs were barely detected in the meninges of young mice, but they accumulated with aging (**Figures 1C–E**). 

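In aged meninges Ccr7 reached 63.2 CPM (48.7 to 80.7) in CD4 and 46.4 CPM (33.4 to 62.7) in CD8 T cells, log2 ratios of -2.96 and -3.01. After thinning, the share with a Ccr7 UMI was 5.06% (3.02% to 7.87%) of 356 CD4 and 1.82% (0.595% to 4.21%) of 274 CD8 T cells (9.67% and 8.90% without thinning, at medians of 2329 and 2811 UMIs per cell). In CD4 T cells the difference between the ages was -33.5 percentage points. It moved most when CD4 and CD8 T cells were told apart by cluster in place of single cells, to -18.3, and was -48.4 without thinning.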

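Cells with a Cd44 UMI made up 4.72% (2.46% to 8.11%) of young and 12.6% (9.37% to 16.5%) of aged meningeal CD4 T cells, and 14.1% and 27.9% without thinning. When CD4 and CD8 T cells were told apart by cluster, which called most T cells CD8, the difference reversed to -2.92 percentage points. That step left 81 young cells as CD4. S100a6 (ENSMUSG00000001025), which is among the effector memory markers, rose from 376 CPM (337 to 419) to 1964 CPM (1879 to 2053) in CD4 T cells. In CD8 T cells it rose from 334 CPM to 1700.3 CPM.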

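Cd44 rose in meningeal CD4 T cells from 55.2 CPM (40.8 to 72.9) to 124 CPM (104 to 148), a log2 ratio of 1.04, and in CD8 T cells from 35.1 CPM (24.8 to 48.1) to 66.3 CPM (50.6 to 85.3), a log2 ratio of 0.76. The meningeal CD4 cluster with a naïve-like profile had a Cd44 UMI in 3.43% of its cells at a median of 3051 UMIs, against 27.9% of all aged meningeal CD4 T cells without thinning. Il7r was the most abundant of these genes. It went from 738 CPM (682 to 796) to 817 CPM (762 to 874) in CD4 T cells, so that the intervals overlapped, and fell from 722 CPM (672 to 774) to 556 CPM (508 to 606) in CD8 T cells. Klrg1 was the least abundant, at 28.2 CPM (18.2 to 41.6) and 35.6 CPM (24.9 to 49.2) in young and aged CD4 T cells. In CD8 T cells it was 12.9 CPM (7.06 to 21.7) and 40.9 CPM (28.8 to 56.3).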

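Foxp3 (ENSMUSG00000039521, chromosome X from 7573644 to 7595245) was found in 1.18% (0.244% to 3.41%) of young and 4.49% (2.59% to 7.20%) of aged meningeal CD4 T cells after thinning, and in 2.75% and 12.2% without it. CD8 T cells, which should mostly lack Foxp3, had a UMI in 0 of 259 young cells, with an upper bound of 1.41%. Their median depths were above those of the CD4 T cells at both ages. In aged CD8 T cells the share was 1.09% (0.226% to 3.17%). That interval overlaps the one of the aged CD4 T cells. Overlap alone does not decide whether the thinned shares differ, and no interval of the difference was taken. Without thinning the aged CD8 share was 3.20% (1.47% to 5.99%), below the aged CD4 share with its interval, 12.2% (8.97% to 16.0%). Summed over CD4 T cells, Foxp3 went from 15.8 CPM (8.62 to 26.5) to 64.2 CPM (49.5 to 81.8), a log2 ratio of 1.53. In aged CD8 T cells it was 15.5 CPM (8.46 to 26.0), below the interval of the aged CD4 T cells. With CD4 T cells called by cluster, which left 81 young ones, the difference in the share reversed to -0.726 percentage points.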

UMAP analysis also indicated that the difference between cell states (naïve vs effector memory) overwhelms the difference between cell types (CD4 T vs CD8 T) (**Figures 1C–E**). Thus, aging is associated with increased effector memory T cells, but reduced naïve T cells in the meninges.

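The comparison was repeated on pooled profiles, without a UMAP. Cells were gated by Ccr7 and Cxcr3, an alternative set before the data were examined and made the reported one after its values were seen. Meningeal cells of both ages were pooled into 169 Ccr7-positive Cxcr3-negative and 196 Ccr7-negative Cxcr3-positive CD4 T cells, and 166 and 150 CD8 T cells. Each profile was thinned to 546100 UMIs. Over 3126 genes at 50 CPM or more in at least 1 profile, the gating genes left out, the mean absolute log2 difference between the states was 0.57 within CD4 and 0.56 within CD8 T cells. Between CD4 and CD8 T cells it was 0.34 within the naïve-gated and 0.34 within the memory-gated state. Counting noise alone gave 0.21. The mean of the differences between states was 1.66 times that between cell types. In a run added after the data were seen, among aged cells alone, it moved most, to 1.07, where counting noise rose to 0.70. Since the naïve-gated cells were mostly young and the memory-gated cells mostly aged, the pooled comparison of states also holds the difference between the ages.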

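Other genes the paper names as naïve or exit markers fell with age in both meningeal cell types. Klf2 had log2 ratios of -1.18 in CD4 and -1.49 in CD8 T cells, and Klf3 of -1.03 and -1.25. S1pr1 fell from 298 CPM (264 to 337) to 144 CPM (122 to 169.6) in CD4 T cells. Lef1, from the list of naïve genes, fell from 441 CPM (399 to 487) to 71.1 CPM (55.6 to 89.5) in CD4 T cells. From the loss of cells with naïve markers and the gain of cells with Cd44, the paper concludes that aging goes with more effector memory and fewer naïve T cells in the meninges.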

**Figure 1:**
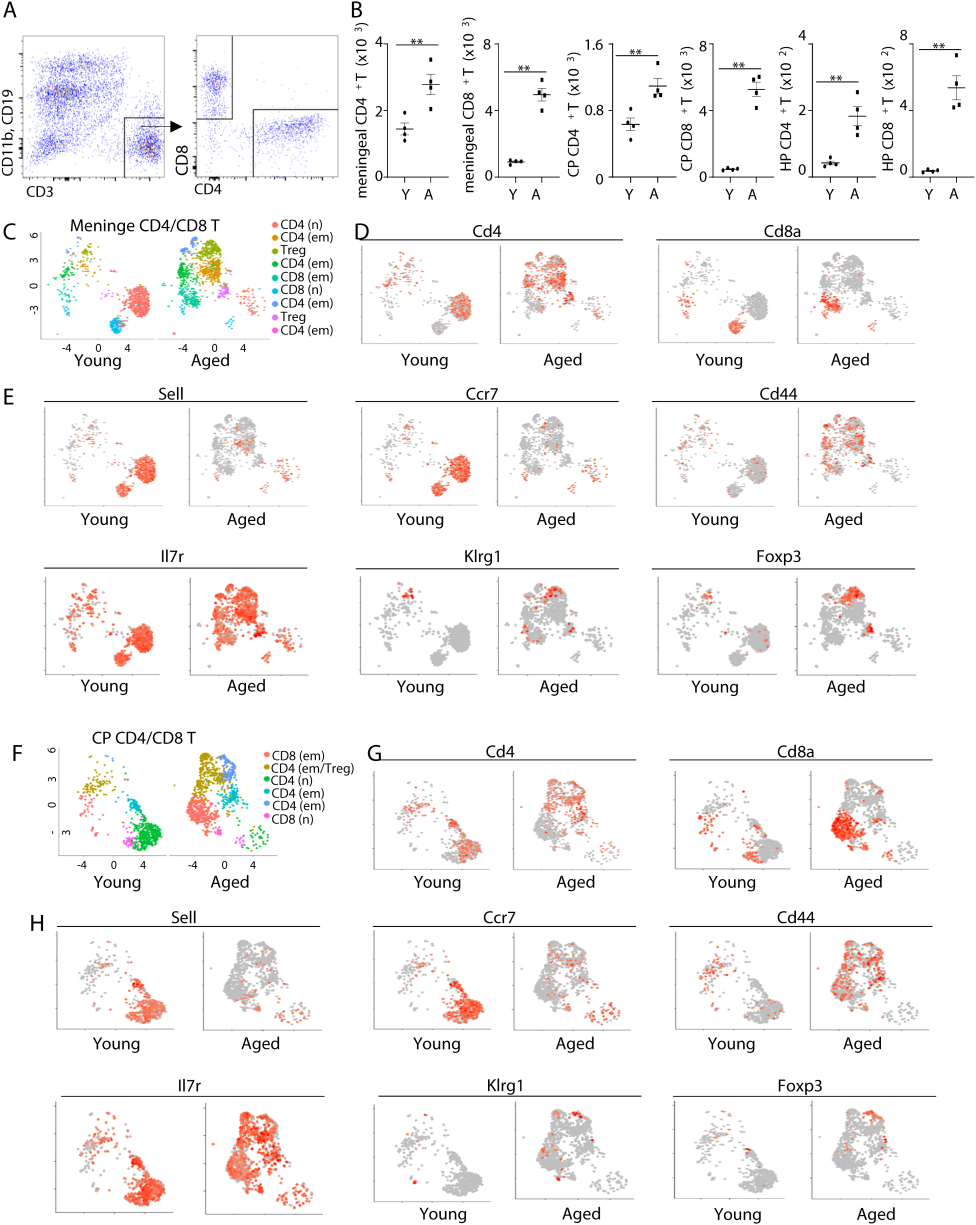
Aging alters the transcriptomes of CD4 and CD8 T cells in the meninges and the choroid plexus. **(A)** Representative flow cytometry profiles showing gating strategies of CD4 and CD8 T cells in brain-associated tissue. **(B)** Numbers of CD4 and CD8 T cells in the meninges, choroid plexus (22), and hippocampus (HP) of young (10 weeks old) and aged (18 month old) mice. **(C–H)** CD4 and CD8 T cells from the meninges and CP of young and aged mice were sorted by fluorescence activated cell sorting (FACS), and scRNA-seq were performed. **(C)** UMAP plot showing cell clustering in meningeal CD4 and CD8 T cells. **(D)** Feature plots show Cd4 and Cd8a expression in meningeal CD4/CD8 T cells. **(E)** Feature plots show expression of the indicated genes in meningeal CD4/CD8 T cells by scRNA-seq. **(F)** UMAP plot showing cell clustering in CP CD4 and CD8 T cells. **(G)** Feature plots show Cd4 and Cd8a expression in CP CD4/CD8 T cells. **(H)** Feature plots show expression of the indicated genes in CP CD4/CD8 T cells by scRNA-seq. Error bars = mean ± SEM. **p<0.01. Data are from 4 mice per group **(A, B)** and represent 2 independent experiments, or are pooled from 5 mice per group **(C-H)**.

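In choroid plexus CD4 T cells, Ccr7 fell from 414 CPM (361 to 473) in young to 52.6 CPM (37.2 to 72.2) in aged mice, a log2 ratio of -2.76. In CD8 T cells it fell from 243 CPM (207 to 284) to 45.1 CPM (35.7 to 56.3), a log2 ratio of -2.20.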

We observed similar results with scRNA-seq data with choroid plexus T cells (**Figures 1F–H**). While cells with naïve T cell transcriptomes were diminished in aged mice, cells expressing high levels of effector memory molecules (Cd44 and Il7r) were increased in the choroid plexus of aged mice (**Figures 1F–H**). 

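Cells with a Ccr7 UMI fell from 32.7% (25.6% to 40.5%) of 165 young to 4.80% (2.42% to 8.43%) of 229 aged choroid plexus CD4 T cells (62.0% and 11.7% without thinning, at medians of 2904 and 2624 UMIs). Cells with a Cd44 UMI rose from 3.03% (0.991% to 6.93%) to 10.9% (7.19% to 15.7%) (11.4% and 28.7% without thinning). With CD4 and CD8 T cells told apart by cluster, which left 34 young CD4 T cells, the Cd44 difference reversed to -2.15 percentage points. Cd44 went from 50.9 CPM (33.5 to 74.0) to 111 CPM (87.8 to 138) in CD4 and from 41.0 CPM (27.0 to 59.6) to 63.1 CPM (51.8 to 76.1) in CD8 T cells. Its share in the naïve-like CD4 cluster of the choroid plexus was 3.82% at a median of 2796 UMIs. Il7r stayed within counting error in CD4 T cells, at 729 CPM (658 to 805) and 747 CPM (686 to 813). In CD8 T cells it fell from 616 CPM (558 to 679) to 441 CPM (410.2 to 473).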

Tregs also accumulated in the choroid plexus in aging (**Figures 1F–H**). 

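Foxp3 was found in 0 of the 165 thinned young choroid plexus CD4 T cells, with an upper bound of 2.21%. In the aged ones the share was 2.18% (0.713% to 5.02%), and the intervals overlap. Without thinning the shares were 2.41% and 8.70%. Aged CD8 T cells had a Foxp3 UMI in 0.858% (0.234% to 2.18%) after thinning, and in 3.59% (2.11% to 5.69%) without it. Both intervals overlap those of the aged CD4 T cells, 8.70% (5.39% to 13.1%) without thinning. Overlap alone does not decide whether the shares differ, and no interval of the difference was taken. Summed over CD4 T cells, Foxp3 went from 11.3 CPM (4.15 to 24.6) (6 UMIs) to 41.5 CPM (28.0 to 59.3) (30 UMIs). In aged CD8 T cells it was 15.0 CPM (9.83 to 22.0), below the interval of the aged CD4 T cells.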

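Pooled profiles of choroid plexus CD4 and CD8 T cells were compared by gated state (Ccr7-positive Cxcr3-negative against Ccr7-negative Cxcr3-positive) and by cell type. The gates held 114 and 89 CD4 T cells, and 100 and 217 CD8 T cells. Over 3316 genes the mean absolute log2 difference between the states was 0.60 within CD4 and 0.55 within CD8 T cells, and the difference between the types was 0.39 in the naïve-gated and 0.43 in the memory-gated state, a ratio of 1.40. In runs added after the data were seen, the ratio among young cells alone was 1.14, and among aged cells alone 1.03, where the counting noise of 0.87 made up most of both differences.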

At the transcriptome level, the differences between cell states were larger compared to the differences in cell types (**Figures 1F–H**). Together, aging induces a shift from naïve to effector memory T cells in both meninges and choroid plexus.

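The log2 ratio of S100a6 in the choroid plexus was 2.03 in CD4 and 1.39 in CD8 T cells, and that of Lef1 was -2.66 and -2.22. From the fall of cells with naïve transcriptomes and the rise of cells with effector memory molecules in both tissues, the paper concludes that aging shifts T cells from the naïve to the effector memory state.

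**Figure D1:**
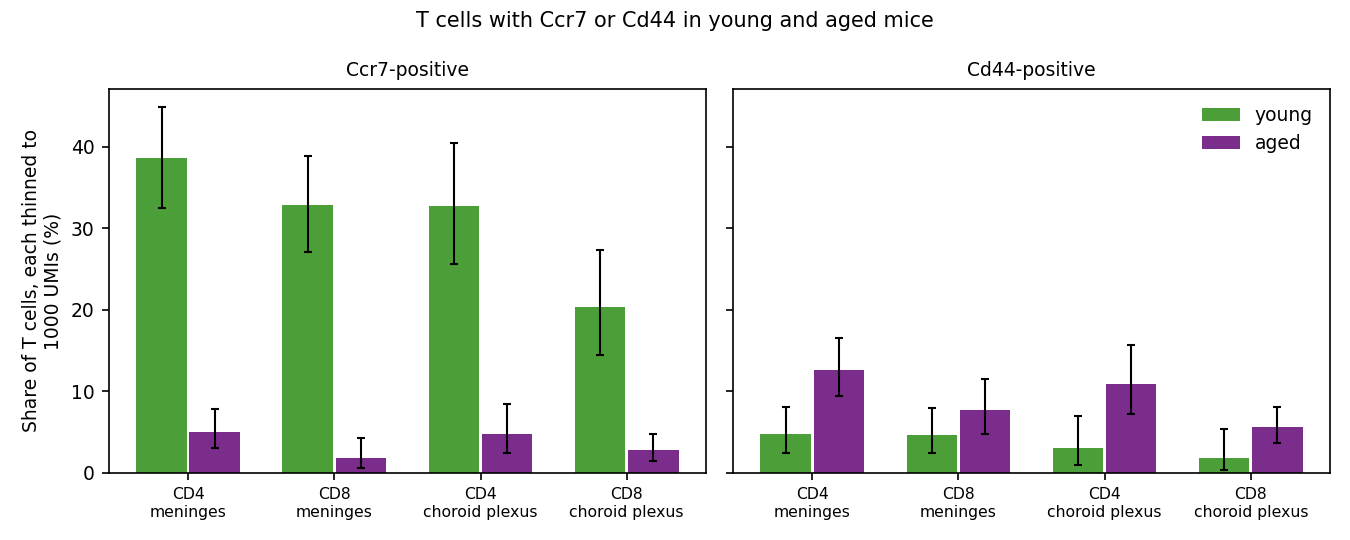
Cells with a Ccr7 UMI and cells with a Cd44 UMI as shares of CD4 or CD8 T cells (percent of cells thinned to 1000 UMIs), by tissue and age, each from 1 library pooled from 5 mice; bars show the share and error bars the 95% exact binomial interval. The Ccr7 share is lower in all 4 aged groups, for example 5.06% against 38.6% in meningeal CD4 T cells.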

### Aging alters the transcriptomes of CD8 T cells in brain-associated tissue

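The gate on Cd8a and Cd8b1 UMIs gave 259 young and 281 aged meningeal CD8 T cells, and 165 young and 473 aged choroid plexus CD8 T cells. Their summed UMIs were 1083497 and 905124 in the meninges and 658723 and 1728249 in the choroid plexus. Within these cells Cd8a (ENSMUSG00000053977) stood at 529.8 CPM in young and 786 CPM in aged meninges, and at 516 CPM and 856 CPM in the choroid plexus. Cd8b1 (ENSMUSG00000053044) had log2 ratios of -0.18 and -0.01. Cells with UMIs of both Cd4 and a Cd8 gene (16, 18, 30 and 33 in the order young meninges, young choroid plexus, aged meninges, aged choroid plexus), which can be doublets, were left out.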

We next sorted CD8 T in silico and compared the transcriptomes of CD8 T cells in young vs aged meninges and choroid plexus. In the meninges of aged mice, *Sell^+^Cd44^-^* naïve CD8+ T cells were depleted, whereas *Sell^-^Cd44^+^* CD8^+^ T cells accumulated (**Figure 2A**). These aging-associated CD8^+^ T cells expressed high levels of genes in response to antigen-responses and killer cell activity, including cytotoxic molecules Gzmb, Gzmk and cytokines Ifng and Tnf. 

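Cells with a Ccr7 UMI fell from 32.8% (27.1% to 38.9%) of young to 1.82% (0.595% to 4.21%) of aged meningeal CD8 T cells after thinning, and from 65.3% to 8.90% without. Cells with a Cd44 UMI went from 4.63% (2.42% to 7.95%) to 7.66% (4.81% to 11.5%) after thinning, intervals that overlap, and from 10.4% to 18.9% without.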

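In meningeal CD8 T cells, Gzmb (ENSMUSG00000015437, chromosome 14 from 56258838 to 56262260) rose with age from 42.5 CPM (31.1 to 56.6) to 151 CPM (127 to 179), a log2 ratio of 1.62. Gzmk (ENSMUSG00000042385, chromosome 13 from 113171608 to 113225908) rose from 101 CPM (82.6 to 121) to 507 CPM (462 to 556), a log2 ratio of 2.23. Ifng rose from 14.8 CPM (8.44 to 24.0) to 59.7 CPM (44.8 to 77.8) and Tnf from 37.8 CPM (27.2 to 51.3) to 77.3 CPM (60.3 to 97.7), log2 ratios of 1.49 and 0.87. The members of the gene sets used in the paper were not at hand, so lists of 20 genes each were drawn up for the comparison. A list's median log2 ratio was set against 10000 random lists of the same size and expression. The cytotoxic list had a median of 1.17 with 19 of 20 genes higher in aged cells, above 100% of the random lists, whose typical median was 0.08. It moved most when cells were thinned to 1000 UMIs before their UMIs were summed, to 1.79.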

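A list of memory genes (among them Cd44, Il7r, Cxcr3, Cxcr6, Itgb1, S100a4 and Id2) had a median log2 ratio of 0.83 in aged against young meningeal CD8 T cells, with 16 of 19 measured genes higher. A list of anergy genes (among them Egr2, Cblb, Nr4a1, Lag3, Pdcd1, Tox and Ctla4) had a median of 0.63, with 12 of 16 higher. Both lay above 100% of expression-matched random lists, whose typical medians were 0.12 and 0.05.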

Genes upregulated with aging in meningeal CD8^+^ T cells were also enriched in genes related with immune memory and lymphocyte anergy (**Figure 2B**). 

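In choroid plexus CD8 T cells, the share with a Ccr7 UMI fell from 20.4% (14.5% to 27.4%) of 162 young to 2.79% (1.49% to 4.72%) of 466 aged cells after thinning (47.9% and 9.51% without, at medians of 3458 and 3117 UMIs). Cells with a Cd44 UMI went from 1.85% (0.384% to 5.32%) to 5.58% (3.68% to 8.07%) (14.5% and 19.7% without thinning). Gzmb rose with age from 86.5 CPM (65.5 to 112) to 134 CPM (118 to 153) and Gzmk from 74.4 CPM (55.0 to 98.3) to 337 CPM (309.9 to 365), log2 ratios of 0.58 and 2.04. Ifng went from 6.07 CPM (1.65 to 15.5) to 20.3 CPM (14.1 to 28.2). Tnf went from 13.7 CPM (6.25 to 25.9) to 22.0 CPM (15.6 to 30.2), within counting error.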

Similar results were observed in CD8+ T cells in the choroid plexus (**Figures 2C, D**). CD8+ T cells in the choroid plexus of aged mice expressed increased levels of genes related to antigen responses, cytotoxic activities, immune memory and lymphocyte anergy (**Figures 2C, D**). Indeed, around 94 genes were significantly upregulated with aging in both meningeal and CP CD8^+^ T cells (**Figure 2E**). These genes included cytotoxic molecules (Gzma, Gzmk, Nkg7), proinflammatory chemokines (*Ccl4, Ccl5*), stimulatory receptors (Klrk1), and gene markers for tissue-residency/infiltration (*Cxcr6, Itgb1*) (**Figure 2F**). These results together suggest that aging induced the accumulation of effector-memory-like tissue-resident/infiltrating CD8+ T cells in both the meninges and the choroid plexus.

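In the choroid plexus the cytotoxic list had a median log2 ratio of 0.87 in CD8 T cells, with 19 of 20 genes higher in aged cells, and the memory list one of 0.80, with 18 of 20 higher. Both lay above 100% of random lists. The anergy list had a median of 0.26, with 10 of 14 measured genes higher, above 93.9% of random lists, whose typical median was 0.08.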

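Genes were counted by a rule of size and not by a test: at least 20 summed UMIs in the higher library and a log2 ratio of at least 1 in either direction. Of CD8 T-cell genes, 171 were higher with age in the meninges and 166 in the choroid plexus, 55 of them in both. Among the 5328 genes with enough UMIs in both tissues, 3.11 shared genes would be expected if the lists were independent. Lower with age were 99 genes in the meninges and 61 in the choroid plexus, 40 of them in both (0.809 expected). The shared count of higher genes ranged from 4 with a log2 ratio of at least 2 to 207 with one of at least 0.58. Expected for independent lists were 0.0122 and 58.0 genes under these settings.

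**Figure D2:**
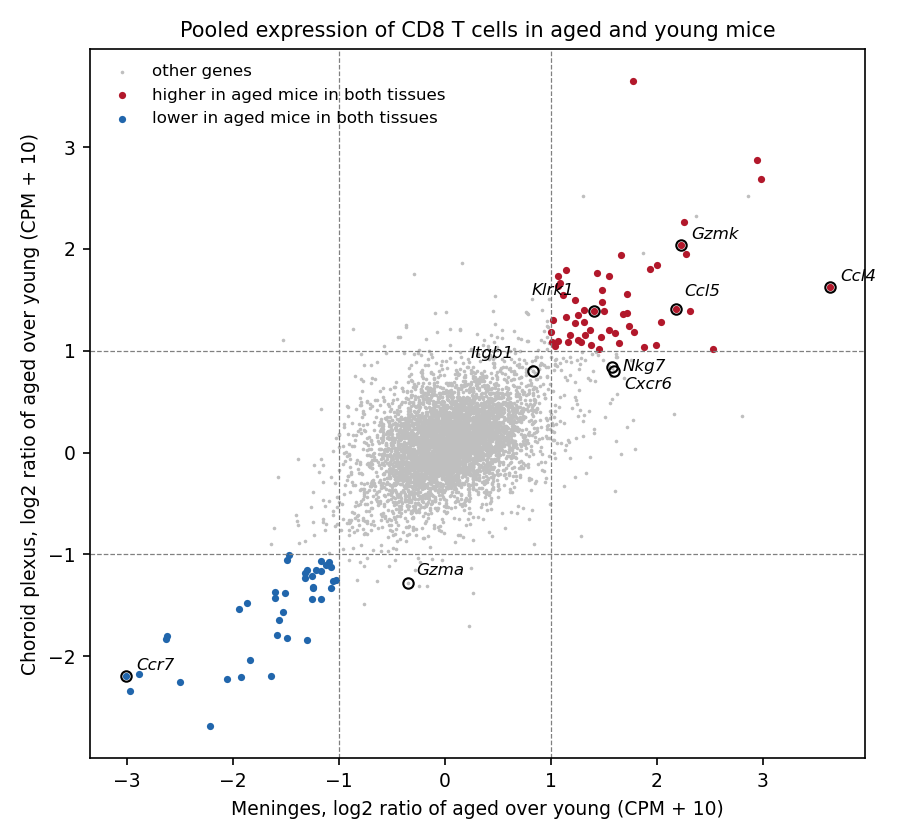
Log2 ratio of aged over young in CD8 T cells for 5456 genes, meninges on the x axis and choroid plexus on the y axis, 1 library pooled from 5 mice per condition. Each point is a gene, and the marked points are the 55 genes higher and the 40 genes lower with age in both tissues by the rule of size.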

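Of these genes, Gzma (ENSMUSG00000023132, chromosome 13 from 113093825 to 113100981) went from 294 CPM (263 to 329) in young to 229.8 CPM (199.6 to 263) in aged meningeal CD8 T cells and from 173 CPM (143 to 208) to 65.4 CPM (53.9 to 78.6) in the choroid plexus, log2 ratios of -0.34 and -1.28. In the young libraries 281 of 319 and 109 of 114 Gzma UMIs lay in 5 cells each. Without the 5 cells with most in each library, a step chosen after the fall was seen, the log2 ratios were 0.76 and 0.57, the latter from 5 young UMIs. When the same share of cells was left out of both choroid plexus libraries it was -0.60. The share of CD8 T cells with a Gzma UMI was 3.86% (1.87% to 6.99%) in young and 6.41% (3.84% to 9.94%) in aged meninges and 4.85% (2.12% to 9.33%) and 3.59% (2.11% to 5.69%) in the choroid plexus, without thinning and with overlapping intervals. Ccl4 (ENSMUSG00000018930) rose from 73.8 CPM (58.5 to 91.9) to 1029.7 CPM (965 to 1098) in the meninges and from 39.5 CPM (25.8 to 57.8) to 143 CPM (126 to 162) in the choroid plexus, and 1 cell held 402 of the 932 and 74 of the 247 aged UMIs. Its share of cells rose from 5.79% (3.28% to 9.37%) to 23.4% (18.5% to 28.8%) after thinning in the meninges. In the choroid plexus the thinned share differed by 3.65 percentage points, with an interval (-1.37 to 7.41) that includes 0. Ccl5 (ENSMUSG00000035042) rose from 2994 CPM to 13628 CPM and from 3508 CPM to 9366 CPM. Ccl4, Ccl5, Gzmk and Klrk1 passed the rule of size in both tissues, with log2 ratios for Klrk1 of 1.41 and 1.39. Nkg7 passed it in the meninges alone, with log2 ratios of 1.58 and 0.84, and so did Cxcr6, with 1.60 and 0.80. Itgb1 rose by 0.83 and 0.80 on the log2 scale, under the rule in both tissues. With CD8 T cells called by cluster, Nkg7 and Cxcr6 passed it in both.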

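The list of naïve genes had a median log2 ratio of -1.60 in meningeal and -1.77 in choroid plexus CD8 T cells. By mean log2 ratio over both tissues, the shared genes that rose most were Tnfrsf4, Serpina3g, Penk, Ccl4, Ly6a, Gzmk, Maf, Camk2n1, Casp1 and S100a6, and among those that fell most were Igfbp4, Ccr7, Dapl1, Tmem108, Actn1, Tdrp, Atp1b1, Lef1 and Fcer1g. Tnfrsf4 had log2 ratios of 2.95 and 2.88, and Igfbp4 of -2.97 and -2.34. Penk, Tnfrsf4 and Ccl4 had most of their UMIs in each aged library in 5 cells. For Penk these held 18 of 22 in the meninges and 174 of 199 in the choroid plexus. From the cytotoxic, chemokine and tissue-residency genes shared by both tissues, the paper proposes that aging makes effector memory-like CD8 T cells that reside in or infiltrate the tissue accumulate in both.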

**Figure 2:**
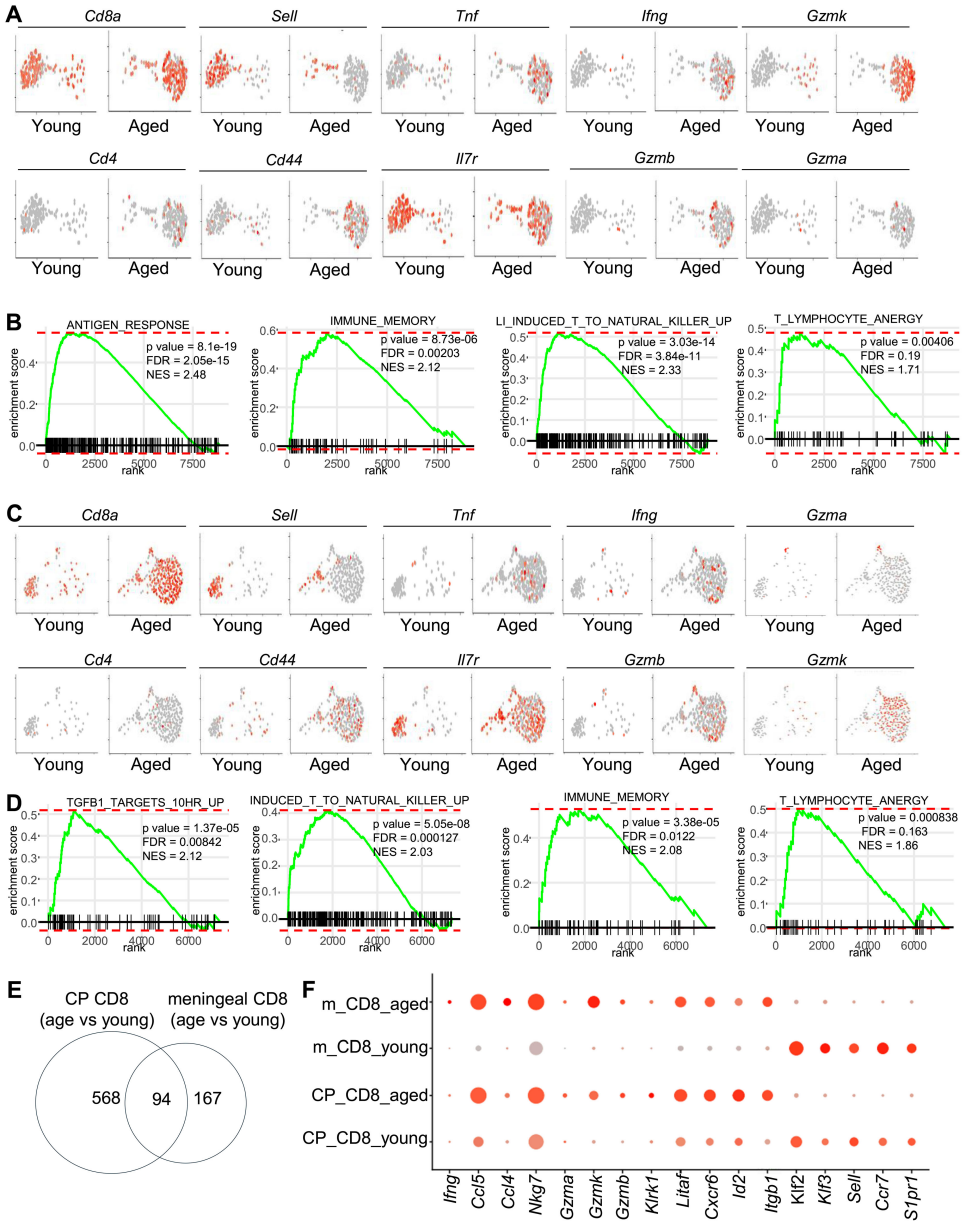
Comparison of the transcriptomes of CD8 T cells in the meninges and the choroid plexus **(A)** The transcriptomes of meningeal CD8 T cells were sorted in silico. Feature plots show expression of the indicated genes by sorted meningeal CD8T cells. **(B)** Enrichment of the indicated gene sets for genes that were expressed higher in meningeal CD8 T cells from aged mice compared to those in young mice. **(C)** The transcriptomes of choroid plexus (22) CD8 T cells were sorted in silico. Feature plots show expression of the indicated genes by sorted CP CD8T cells. **(D)** Enrichment of the indicated gene sets for genes that were expressed higher in CP CD8 T cells from aged mice compared to those in young mice. **(E)** Numbers of genes that were expressed higher with aging in meningeal CD8 T cells, and CP CD8 T cells, or both. **(F)** Dot plots show expression of the indicated genes in meningeal or CP CD8 T cells in young or aged mice. Data are pooled from 5 mice per group **(C-E)**.

### Aging is associated with accumulation of Th2 cells, Tregs and CD153-expressing CD4+ T cells in meninges and the choroid plexus

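The gate on Cd4 UMIs gave 255 young and 362 aged meningeal and 166 young and 230 aged choroid plexus CD4 T cells, with 888070, 1012535, 530956 and 722552 summed UMIs. Cd4 (ENSMUSG00000023274) is a sparse transcript, at 394 CPM and 473 CPM in young and aged meningeal CD4 T cells. A wider gate that added the T cells with no UMI of Cd4, Cd8a or Cd8b1 gave 735, 1096, 437 and 587 cells, which can include CD8 and other T cells. The CD4 T cells of each tissue were clustered together over both ages (2000 variable genes, 20 principal components, 15 neighbours, Leiden resolution 0.8). The genes named in the paper and the marker genes were left out of the clustering, so that they could be compared between clusters. A cluster was called after a cell type, with the ending -like, where that type's list had most markers among the 10 leading genes, no other list tied with it and at least 3 of its markers were raised at least 2-fold. It stayed unnamed otherwise, and where the list was that of macrophages, B cells, natural killer cells or neutrophils. Cluster names were rebuilt here and not taken from the paper.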

We next sorted CD4 T cells in silico and examined their changes with aging. 

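One meningeal CD4 cluster was naïve-like, led by Igfbp4, Atp1b1, Lef1, Satb1 and Ccr7. It held 63.5% (57.3% to 69.4%) of the young and 3.59% (1.93% to 6.06%) of the aged cells. Its difference of -59.9 percentage points stayed between -63.1 and -58.7 under the other settings, the lowest with the wider gate. An effector memory-like cluster, led by Ly6c2, Ccl5 and Nkg7, held 14.1% (10.1% to 19.0%) of young and 26.2% (21.8% to 31.1%) of aged cells.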

In the meninges, naïve CD4+ T cells were diminished with aging, while several effector T cells subsets appeared in the aged mice (**Figures 3A–D**). We annotated the aging-associated meningeal CD4+ cells based on their expression of main effector molecules (**Figure 3A**). 

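Besides these, an unnamed cluster led by interferon-response genes (Ifit3, Isg15, Rsad2) held 2.35% (0.868% to 5.05%) of young and 6.63% (4.29% to 9.70%) of aged meningeal CD4 T cells. A cycling-like cluster of 8 cells had a median of 9564 UMIs per cell and H2-Ab1, H2-Aa and Cd74 among its leading genes. All 118 H2-Ab1 and 111 H2-Aa UMIs of the cluster lay in 1 cell, which can be a doublet that Scrublet did not mark. With 1 library per condition, a cluster mostly of 1 library may be that library and not a type.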

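In meningeal CD4 T cells, Tnfsf8 (ENSMUSG00000028362, chromosome 4 from 63831308 to 63861347) rose with age from 24.8 CPM (15.5 to 37.5) to 179 CPM (154 to 207), a log2 ratio of 2.44. The share of cells with a UMI rose from 2.36% (0.872% to 5.07%) to 16.0% (12.4% to 20.2%) after thinning, and from 7.45% to 26.8% without. In the naïve-like cluster 6.29% of the cells had one. The cluster with the highest Tnfsf8 level, 263 CPM (209 to 328), had Tnfsf8 and S100a4 among its leading genes and held 7.84% (4.86% to 11.9%) of young and 27.1% (22.6% to 32.0%) of aged cells. Csf2 was first among its leading genes, but all 46 Csf2 UMIs of the cluster lay in 1 of its 118 cells. The cluster stayed unnamed, since the effector memory, CD153 and Il2 effector lists tied, with 1 leading gene each, and none had more than 2 markers raised enough. Under 7 of the 11 other settings a meningeal cluster was CD153-like by its markers, with 12.2% to 33.4% of the aged cells.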

The largest CD4+ T cell subset in the meninges of aged mice expressed the TNF superfamily gene *Tnfsf8* (**Figures 3A–D**). *Tnfsf8* encodes the protein CD153, a ligand to CD30. Tregs represented another major CD4+ T cell subset that accumulated in the meninges of aged mice (**Figures 3A–D**). In addition, Il4-expressing Th2 cells and Il2-expressing effector CD4+ T cells were also detected in the meninges of aged mice, but not those in young mice (**Figures 3A–D**). 

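A Treg-like cluster, with Areg, Tnfrsf4 and Ctla4 among its leading genes and Foxp3 at 112 CPM (85.7 to 143), held 11.4% (7.75% to 15.9%) of young and 34.8% (29.9% to 40.0%) of aged meningeal CD4 T cells. 24.5% of its cells had a Foxp3 UMI and 29.0% a Tnfsf8 UMI. At this depth a cell without a Foxp3 UMI may still express it, so whether all its cells were Tregs stays open. Ccl1 was first among its leading genes, but had a UMI in only 1 of its 155 cells. The difference between the ages was 23.4 percentage points and moved most with 10 principal components, to 7.01.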

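Il4 (ENSMUSG00000000869, chromosome 11 from 53602982 to 53618669) was seen in meningeal CD4 T cells of both ages, at 12.4 CPM (6.18 to 22.2) from 11 UMIs in young and 13.8 CPM (7.56 to 23.2) from 14 UMIs in aged mice. The thinned shares of cells with a UMI were 0.787% (0.0955% to 2.82%) and 0.843% (0.174% to 2.44%), 2.75% and 1.66% without thinning, so a difference with age was not detectable at this depth. Il2 (ENSMUSG00000027720, chromosome 3 from 37120523 to 37125959) rose from 15.8 CPM (8.62 to 26.5) to 45.4 CPM (33.3 to 60.6), with a thinned share of 1.97% (0.642% to 4.53%) in young and 5.06% (3.02% to 7.87%) in aged cells, and 4.71% and 9.94% without thinning. With CD4 T cells called by cluster, which left 81 young ones, its log2 ratio reversed to -0.07. Neither gene had a UMI in the naïve-like cluster, whose Poisson interval reaches 6.78 CPM. Of all Il4-positive T cells, 10 of 22 in young and 5 of 29 in aged meninges also had a UMI of Klrb1c or Zbtb16, and 5 of 22 and 10 of 29 one of the Th2 markers Il1rl1 or Gata3. In aged meninges the latter are 34.5% (17.9% to 54.3%), against 19.5% (17.5% to 21.7%) of the other T cells, and the intervals overlap. No meningeal cluster was Th2-like by its markers, and the effector memory-like cluster had the highest Il2 level, 89.8 CPM (61.0 to 128).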

Ifng was expressed in both Il2-expressing and CD153^+^ CD4^+^ T cell subsets (**Figure 3D**). These aging-associated CD4+ effector T cells expressed distinct chemokine receptor genes (**Figure 3D**). 

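Ifng rose in meningeal CD4 T cells from 25.9 CPM (16.4 to 38.9) to 115 CPM (94.7 to 137), a log2 ratio of 1.79. By cluster it was 139 CPM (109.6 to 173) in the Treg-like, 75.3 CPM (49.2 to 110.4) in the effector memory-like and 72.4 CPM (45.4 to 109.6) in the Tnfsf8-high cluster, and no UMI was found in the naïve-like cluster. Most cells of the Treg-like cluster had no Foxp3 UMI and some had a Tnfsf8 UMI. Its Ifng can therefore not be assigned to Tregs or set against Tnfsf8-positive cells.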

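Summed over all meningeal CD4 T cells, Ccr2 rose with age from 32.7 CPM (21.9 to 46.9) to 90.9 CPM (73.2 to 111), Cxcr3 from 107 CPM (86.5 to 131) to 289 CPM (257 to 324) and Cxcr6 from 203 CPM (174 to 235) to 264 CPM (233 to 297). Their log2 ratios were 1.24, 1.36 and 0.36.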

Th2 cells expressed high levels of CCR2, whereas the other CD4+ T cells expressed Cxcr3 (**Figure 3D**). 

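Ccr2 (ENSMUSG00000049103, chromosome 9 from 124101950 to 124113557) stood at 65.8 CPM (40.2 to 102) in the Tnfsf8-high cluster and 86.9 CPM (58.7 to 124) in the effector memory-like cluster, with overlapping intervals, at 55.8 CPM (15.2 to 143) in the cluster of interferon-response genes and at 73.9 CPM (53.0 to 100.3) in the Treg-like cluster. It was lower in the naïve-like cluster, 1.84 CPM (0.0466 to 10.2), and higher in the few cycling-like cells, 308 CPM (199 to 454). Cxcr3 (ENSMUSG00000050232, chromosome X from 101731535 to 101734269) was found at 243 CPM (191 to 306) in the Tnfsf8-high, 251 CPM (211 to 296) in the Treg-like and 348 CPM (288 to 416) in the effector memory-like cluster, and at 599 CPM (434 to 807) in the cluster of interferon-response genes. It had no UMI in the naïve-like cluster.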

Cxcr6 is expressed highly in Th2 cells and Il2-expressing cells (**Figure 3D**). Thus, aging induced the accumulation of distinct effector CD4+ T cells in the meninges.

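Cxcr6 (ENSMUSG00000048521, chromosome 9 from 123806475 to 123811760) was highest in the effector memory-like cluster, 571 CPM (494 to 656), which also had the highest Il2 level. It stood at 376 CPM (248 to 548) in the cluster of interferon-response genes, 259.9 CPM (206 to 324) in the Tnfsf8-high and 233 CPM (194 to 276) in the Treg-like cluster, with no UMI in the naïve-like one.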

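With the wider gate, which adds T cells without a UMI of Cd4, Cd8a or Cd8b1, the naïve-like cluster of the meninges held 68.4% of young and 5.29% of aged cells and the Treg-like cluster 5.31% and 24.5%. An unnamed cluster with Tnfsf8 among its leading genes held 4.22% and 25.5%. From the subsets seen in aged and hardly in young mice, the paper concludes that aging makes distinct effector CD4 T cells accumulate in the meninges.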

**Figure 3:**
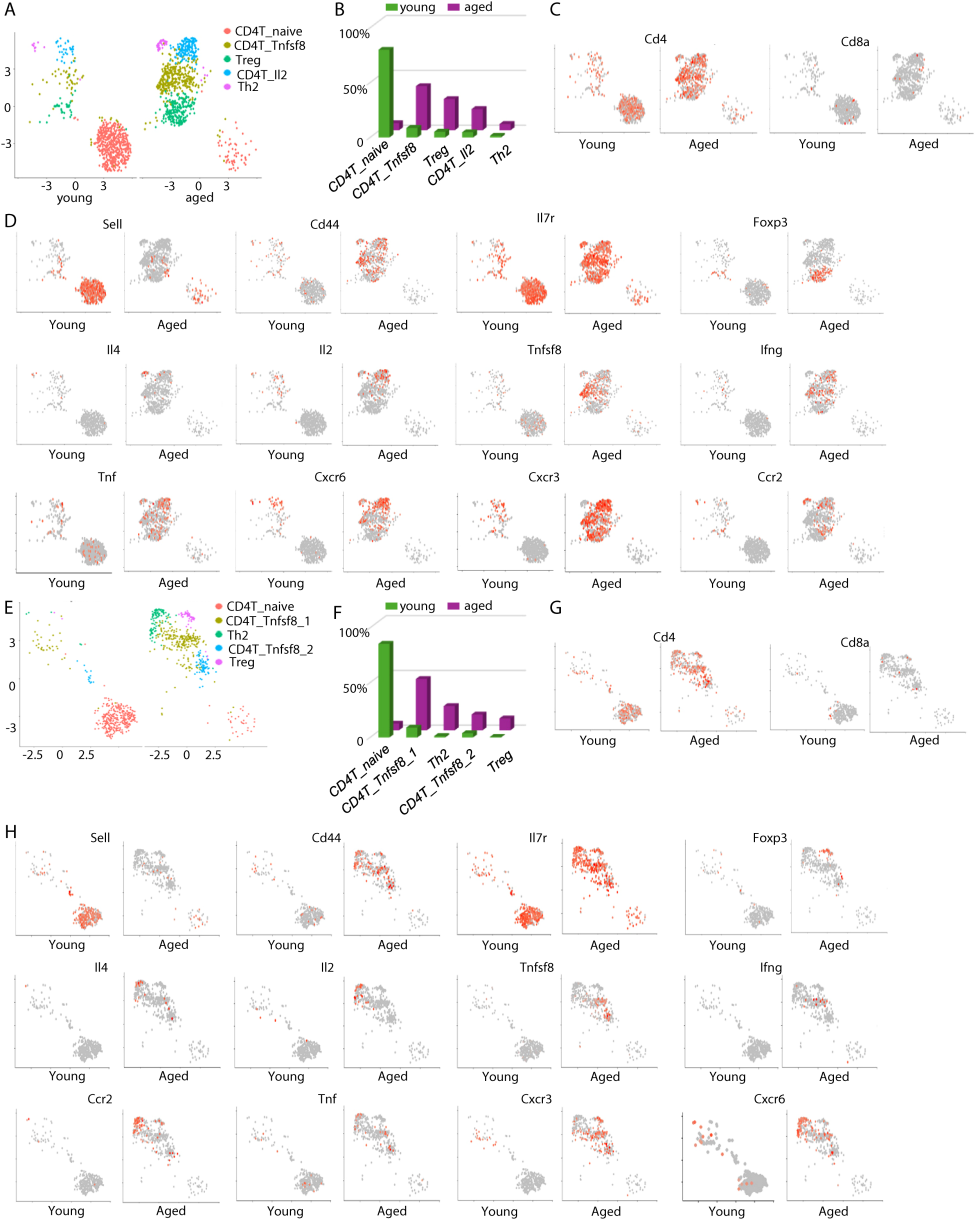
Aging induces the appearance of distinct effector CD4 T cells in the meninges and the choroid plexus. **(A)** The transcriptomes of meningeal CD4 T cells were sorted in silico. UMAP plots show cell clustering. **(B)** Frequencies of each meningeal CD4 T cell subset in young and aged mice, by scRNA-seq. **(C)** Feature plots showing expression of Cd4 and CD8a in in silico sorted meningeal CD4 T cells. **(D)** Feature plots showing expression of the indicated genes in meningeal CD4 T cells. **(E)** The transcriptomes of CP CD4 T cells were sorted in silico. UMAP plots show cell clustering. **(F)** Frequencies of each CP CD4 T cell subset in young and aged mice, by scRNA-seq. **(G)** Feature plots showing expression of Cd4 and CD8a in in silico sorted CP CD4 T cells. **(H)** Feature plots showing expression of the indicated genes in CP CD4 T cells. Data are pooled from 5 mice per group **(C-E)**.

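Of the choroid plexus CD4 T cells, 72.3% (64.8% to 78.9%) of the young and 4.78% (2.41% to 8.40%) of the aged lay in a naïve-like cluster led by Satb1, Actn1, Ccr7 and Lef1. An effector memory-like cluster led by Cxcr6, Nkg7, Ccl5 and Ctsw held 16.9% (11.5% to 23.4%) and 32.6% (26.6% to 39.1%). A cycling-like cluster held 3.01% (0.985% to 6.89%) and 3.48% (1.51% to 6.74%), with a median of 5737 UMIs in its 13 cells. Of the remaining clusters, which stayed unnamed, one had Agpat5 and Gng10 among its leading genes and held 6.63% (3.35% to 11.5%) and 36.5% (30.3% to 43.1%). The other was led by Spp1 and held 2 young cells and 22.6% (17.4% to 28.6%) of the aged ones. Spp1 had a UMI in 9 and Sostdc1 in 7 of its 54 cells, while the UMIs of Ccl1 and of the macrophage genes Apoe and Lyz2, also among its leading genes, lay in 1 cell each. The macrophage list had most markers among its leading genes.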

Similar to the CD4^+^ T cells in the meninges, CD4+ T cells in the choroid plexus in aged mice were predominantly effector T cells (**Figures 3E–H**). Two subsets of CD153^+^ (Tnfsf8^+^) CD4^+^ T cells were detected in the choroid plexus of aged mice, with one subset co-expressing Ifng (**Figures 3E–H**). 

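Tnfsf8 rose in choroid plexus CD4 T cells from 24.5 CPM (13.0 to 41.9) to 205 CPM (173 to 241), a log2 ratio of 2.64, and its share of cells from 2.42% (0.664% to 6.09%) to 14.4% (10.1% to 19.6%) after thinning (7.83% and 27.0% without). In the naïve-like cluster 7.63% of the cells had a UMI. Its level was highest in the cluster led by Spp1, 509 CPM (413 to 621). Next came the cluster with Agpat5 among its leading genes, at 129.8 CPM (90.4 to 181), which is below the 205 CPM of all aged CD4 T cells. A cluster was CD153-like by its markers under 3 of the other settings, with more than 1 such cluster under none of them. Ifng stood at 42.0 CPM (18.1 to 82.7) and 37.1 CPM (17.8 to 68.2) in these clusters, with overlapping intervals, and was highest in the effector memory-like cluster, 129 CPM (92.3 to 174), where 1 cell held 34 of the 41 UMIs. Over all CD4 T cells it rose from 13.2 CPM to 74.7 CPM.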

Tregs and Th2 also accumulated in the choroid plexus of aged mice (**Figures 3E–H**). However, separation between Th2 cells and Il2-expressing T cells was not clear in the choroid plexus (**Figures 3E–H**). 

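No choroid plexus cluster was Treg-like or Th2-like among the cells gated by Cd4 UMIs. With the wider gate, a Treg-like cluster, with Penk, Cd74 and Tnfrsf4 among its leading genes and Foxp3 at 134 CPM (99.3 to 176), held 0.915% (0.250% to 2.33%) of 437 young and 20.4% (17.3% to 23.9%) of 587 aged cells. A Th2-like cluster, led by Tmem176b, Ltb4r1, Tmem176a, Krt83 and Il1rl1, held 0.686% (0.142% to 1.99%) and 18.9% (15.8% to 22.3%). Since it rests on cells without a Cd4 UMI, its cells can include other T cells, and each cluster was almost wholly from 1 library.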

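Il4 in choroid plexus CD4 T cells went from 13.2 CPM (5.30 to 27.2) to 19.4 CPM (10.6 to 32.5). After thinning it was found in 0 of the young cells, with an upper bound of 2.21%, and in 3.06% (1.24% to 6.20%) of the aged ones. These intervals overlap, but the difference of 3.06 percentage points had an interval for counting error (0.293 to 6.17) that excludes 0. Without thinning the shares were 1.81% and 4.78%. Il2 went from 11.3 CPM (4.15 to 24.6) to 34.6 CPM (22.4 to 51.1). By cluster, Il4 was 25.1 CPM (10.8 to 49.4) in the effector memory-like cluster and 26.0 CPM (10.4 to 53.5) in the cluster with Agpat5 among its leading genes, and Il2 40.8 CPM (21.7 to 69.7) and 37.1 CPM (17.8 to 68.2). In the Th2-like cluster of the wider gate Il4 was 32.4 CPM (16.8 to 56.7) and Il2 51.4 CPM (30.9 to 80.2), and in its effector memory-like cluster 24.3 CPM (14.4 to 38.3) and 32.3 CPM (20.7 to 48.1), so neither gene set these clusters apart at this depth. Of all Il4-positive T cells of the aged choroid plexus, 23 of 31 had a UMI of the Th2 markers Il1rl1 or Gata3, 74.2% (55.4% to 88.1%) against 19.8% (17.4% to 22.3%) of the other T cells. None of them had a UMI of Klrb1c or Zbtb16.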

As in the meninges, Th2 cells in the choroid plexus of aged mice expressed high levels of Ccr2 and Cxcr6, whereas Tregs and CD153+ CD4+ T cells expressed Cxcr3 (**Figures 3E–H**). Thus, aging-induced CD4+ T cells in the choroid plexus were similar to those in the meninges.

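In the Th2-like cluster of the wider gate, Ccr2 stood at 214 CPM (169 to 266), Cxcr6 at 368 CPM (308 to 435) and Cxcr3 at 18.9 CPM (7.61 to 39.0). In the Treg-like cluster of that gate they stood at 50.9 CPM (30.6 to 79.4), 128 CPM (94.7 to 170.4) and 139 CPM (104 to 183). The effector memory-like cluster had more Cxcr6, 485 CPM (436 to 538), and 326 CPM (286 to 369.9) of Cxcr3. Among cells gated by Cd4 UMIs, the cluster with the highest Tnfsf8 level had 194 CPM (137 to 268) of Cxcr3 and 42.0 CPM (18.1 to 82.7) of Ccr2. With age, over all these CD4 T cells, Ccr2, Cxcr3 and Cxcr6 had log2 ratios of 1.01, 1.11 and 1.01. With CD4 T cells called by cluster, which left 34 young ones, that of Cxcr3 reversed to -0.93.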

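By mean log2 ratio over both tissues, the genes past the rule of size in CD4 T cells of both that rose most with age were Spp1, Sostdc1, H2-Aa, Tmem176b, Cd74, H2-Ab1, H2-Eb1, Tnfrsf4, Tigit and Lag3, and among those that fell most were Dapl1, Satb1, Ccr7, Actn1, Igfbp4, Atp1b1, Lef1, Ly6c1 and Pdlim4. Of those that rose, Spp1, Sostdc1, H2-Aa, Cd74, H2-Ab1 and H2-Eb1 had most of their UMIs in each aged library in 5 cells. In the meninges the cell with most held 284 of 430 Cd74, 111 of 134 H2-Aa, 118 of 133 H2-Ab1 and 55 of 67 H2-Eb1 UMIs, and in the choroid plexus 94 of 170, 35 of 39, 20 of 25 and 39 of 42. These cells also held UMIs of macrophage or B cell markers. Among the CD4 T cells without such a UMI, H2-Aa had no UMI in aged mice of either tissue. From the like subsets in both tissues, the paper concludes that the CD4 T cells induced by aging in the choroid plexus resemble those in the meninges.

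**Figure D3:**
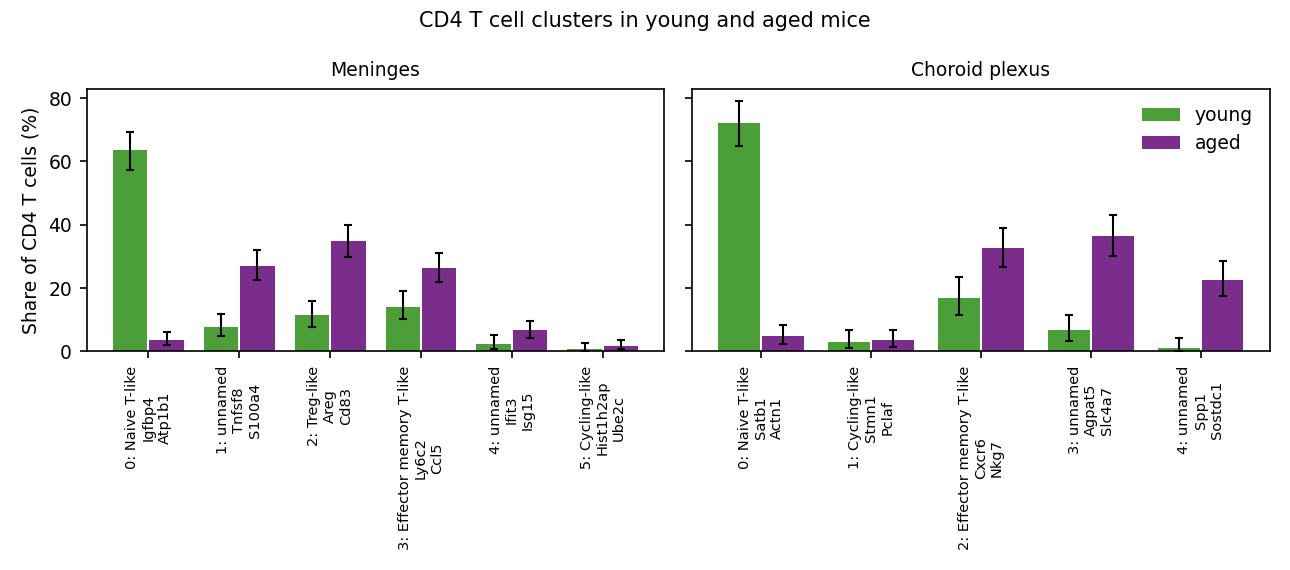
Share of young and aged CD4 T cells (percent) in each cluster of the meninges and of the choroid plexus, 1 library pooled from 5 mice per condition; bars show the share and error bars the 95% exact binomial interval. The naïve-like clusters hold most young and few aged cells, 72.3% against 4.78% in the choroid plexus.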

### CD153+ CD4+ cells infiltrate into the hippocampus of aged mice and protect cognitive function

We asked whether the aging-associated CD4+ T cells might infiltrate into the brain parenchyma. We used flow cytometry analysis to examine CD4+ T cells in the hippocampus, due to its important role in cognitive function. We used an established anti-CD45.2 PE intravenous labeling assay to distinguish circulating T cells and tissue-infiltrating T cells (26). Specifically, mice were administered with anti-CD45.2 PE antibodies intravenously, and euthanized 3 mins later. Flow cytometry analysis was performed to examine the labelling of anti-CD45PE antibody in CD4+ T cells. Indeed, CD4+ cells were mostly circulating T cells in the hippocampus of young mice, indicated by positive labeling of anti-CD45 PE (**Figures 4A, B**). However, a significant proportion of CD4+ cells in the hippocampus of aged mice were not labelled by anti-CD45 PE, suggesting that they are tissue-infiltrating or resident T cells (**Figures 4A, B**). CD153^+^ CD4^+^ T cells were detected in the hippocampus of aged mice, but not in young mice (**Figures 4A, B**). These aging-associated CD153^+^ CD4^+^ T cells were tissue-infiltrating or resident T cells, demonstrated by negative labeling of anti-CD45.2PE (**Figures 4A, B**). These data suggest that CD153^+^ CD4^+^ T cells infiltrate into the hippocampus of aged mice.

**Figure 4:**
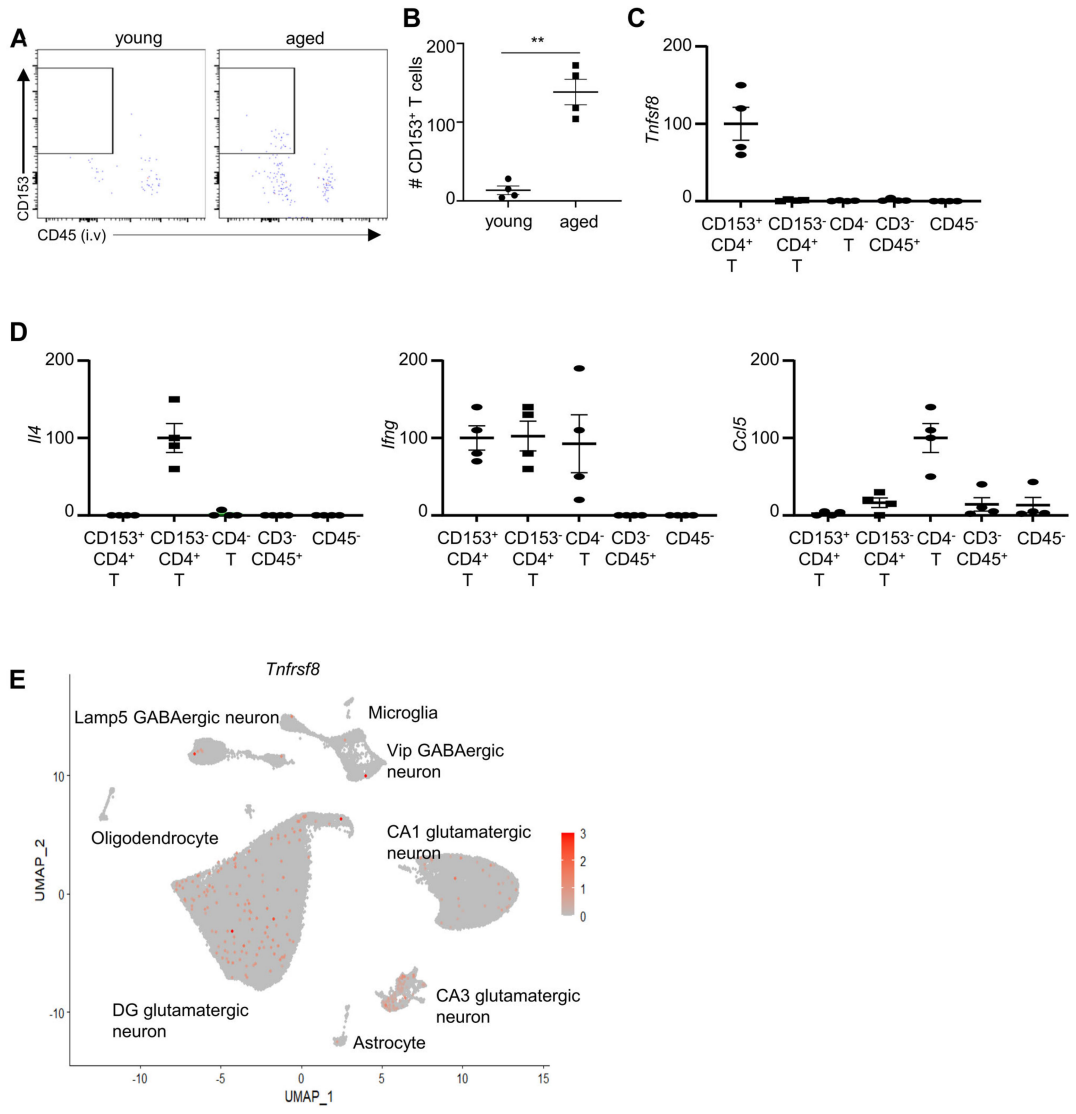
CD153+ T cells infiltrate into the hippocampus of aged mice. **(A)** Representative flow cytometry profiling showing CD153+ T cells in the hippocampus young and aged mice. Mice were administrated with anti-CD45.2-PE antibodies and euthanized after 3 minutes. Plots were re-gated on hippocampus CD4^+^ CD3^+^ CD11b^-^CD19^-^ cells as in **Figure 1A**. **(B)** Numbers of CD153^+^ CD4^+^ T cells in the hippocampus of young and aged mice. **(C)** CD153^+^CD4^+^, CD153^-^CD4^+^CD3^+^, CD4^-^CD3^+^, CD3^-^CD45^+^, and CD45^-^ cells were sorted from the hippocampus of aged mice using fluorescence activated cell sorting. Relative expression (fold change) of the *Tnfsf8* was examined by RT-qPCR analysis. **(D)** Relative expression (fold change) of the indicated genes in sorted cells in the hippocampus of aged, examined by RT-qPCR analysis. **(E)** Expression of *Tnfrsf8* across hippocampal and cortical cell populations based on a publicly available single-cell RNA-seq dataset from the Allen Mouse Brain Atlas (37). Data are from 4 mice per group, representative of two independent experiments. qPCR results were normalized to *Gapdh* **, P<0.01..

Due to the limited number of hippocampus-infiltrating T cells, our attempts at single-cell RNA sequencing (scRNA-seq) were unsuccessful. Instead, we performed qPCR to assess gene expression in CD135^+^CD4^+^ T cells in the hippocampus (**Figures 4C, D**). The qPCR analysis revealed that CD135^+^CD4^+^ T cells expressed the highest levels of *Tnfsf8* in the hippocampus of aged mice, suggesting they may be the predominant source of CD153 in this region (**Figure 4C**). These cells did not express significant levels of *Il4* or *Ccl5* (**Figure 4D**). While *Ifng* was detected in CD135^+^CD4^+^ T cells, similar levels were also observed in CD135^−^CD4^+^ and CD4^-^ T cells (**Figure 4D**). Collectively, these findings indicate that CD135^+^CD4^+^ T cells are uniquely characterized by their high expression of *Tnfsf8*.

The CD153 is a TNF superfamily protein that functions by binding to CD30 (encoded by Tnfrsf8 gene) of target cells. The interaction between CD153 and CD30 requires contact dependent interaction of the cells. Indeed, analysis of a previously published dataset available from Allan Brain Map indicates that some neurons express CD30, suggesting that CD153+ cells might affect neural function (**Figure 4E**).

We thus examined the role of CD153^+^ cells in regulating cognitive function using anti-CD153 antibodies. A previous report suggest that the commercial available anti-CD153 antibodies Clone RM153 may possess the capability to deplete CD153-expressing T cells (30). Using flow cytometry analyses, we found that treatment with anti-CD153 antibody RM153 depleted CD153^+^ CD4^+^ cells in aged mice (**Figures 5A, B**). Anti-CD153 antibodies did not influence Ifnγ and IL-4 production from T cells in the brain of aged mice (**Figure 5C**). Behavior tests were then performed to examine general behavior and cognitive function (**Figures 5D–J**, **Supplementary Figure 1**). Anti-CD153 antibodies did not affect the general mobility of aged mice, demonstrated by comparable distance travelled between mice treated with anti-CD153 antibodies and those treated with isotype controls (**Figures 5D, E**). The percentages of time spent in the central, peripheral and corner were also comparable between aged mice treated with anti-CD153 antibodies and those treated with isotype controls, suggesting that depletion of CD153+ cells did not affect the general stress levels of aged mice (**Figure 5F**). Aged mice treated with anti-CD153 antibodies and isotype controls performed similarly in the 4-day water maze training test, indicating that spatial learning was not affected by depletion of CD153+ cells (**Figure 5G**). However, aged mice with anti-CD153 treatment had significantly increased latencies into the target zone and reduced entries into the target zone in the day-5 probe trial, indicating reduced spatial memory (**Figure 5H**). Swimming distance was comparable between mice treated with anti-CD153 antibodies and those treated with isotype controls, indicating that CD153 treatment did not affect swim speed (**Figure 5I**). In a separate behavioral assessment using the Novel Object Test, aged mice treated with anti-CD153 antibodies failed to distinguish between the novel and familiar objects, suggesting impaired novel object recognition (**Figure 5J**). Together, these results suggest that CD153-expressing cells play a protective role in regulating cognitive function in aged mice.

**Figure 5:**
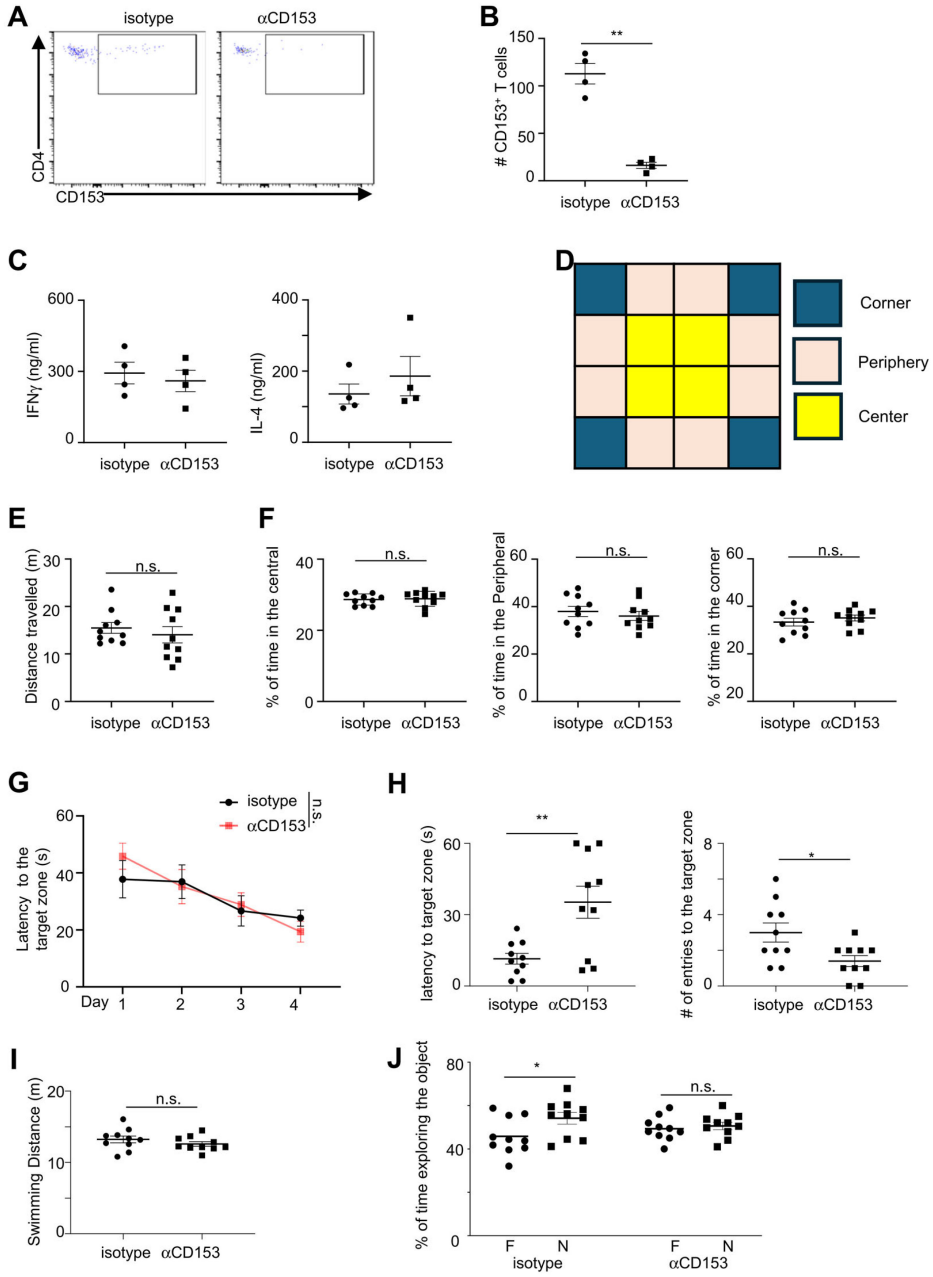
Depletion of CD153+ cells led to worse cognitive function in aged mice. **(A)** Representative flow cytometry profiling showing CD153+ T cells in the hippocampus of aged mice treated with anti-CD153 depleting antibodies (left) or isotype controls (right). **(B)** Numbers of CD153+ CD4+ T cells in the hippocampus of aged mice treated with anti-CD153 depletion antibodies or isotype controls. **(C)** CD3+ T cells were sorted from the cerebrum of aged mice treated with anti-CD153 depletion antibodies or isotype controls and cultured for 3 days with plate-bound anti-CD3 and anti-CD28 antibodies. Ifng and IL-4 concentrations were measured by LegendPlex Multiplex assays. **(D)** Virtual division of the Open Field Test arena into center, peripheral and corner zones. **(E)** Distance travelled in Open Filed Test for aged mice treated with anti-CD153 depletion antibodies or isotype controls. **(F)** Percentages of time spent in the center, peripheral, and corner zones in Open Field Test for aged mice treated with anti-CD153 depletion antibodies or isotype controls. **(G)** Escape latency in the 4-day training periods in Water Maze Test for aged mice treated with anti-CD153 depletion antibodies or isotype controls. **(H)** Latency to the target zone and entries to the target zone in the day 5 Water Maze Test for aged mice treated with anti-CD153 depletion antibodies or isotype controls. **(I)** Distance of swimming in the day 5 probe trial for aged mice treated with anti-CD153 depletion antibodies or isotype controls. **(J)** Percentages of time exploring the novel object (N) and familiar object (F) in the Novel Object Test, for aged mice treated with anti-CD153 depletion antibodies or isotype controls. Data are from 4 mice **(A-C)**, or 10 mice per group **(D-J)**, representative of 2 independent experiments. *, P<0.05; **, P<0.01; n.s., not significant.

## Discussion

In this study, we revealed the transcriptomic changes of CD4 and CD8 T cells with aging in the meninges and the choroid plexus. Our data show that distinct CD153^+^ subsets accumulate in both the meninges and the choroid plexus in aging. Using flow cytometry analysis, we found that these CD153^+^ cells infiltrated into the hippocampus. Experiments with depletion antibodies suggest a protective role for these cells in regulating cognitive function. Together, these results provide insights into T cell aging and suggest that some aging-associated CD4^+^ T cells may protect brain homeostasis.

In our scRNA-seq data, we found that CD153+ T cells, Tregs and Th2 cells are the main CD4+ subsets that accumulate in brain-associated tissue. Previous work indicate that Tregs also accumulated in the spleen of aged mice (8). Previous studies also reported increased CD153+ CD4^+^ T cells in the spleens and adipose tissue of aged mice, high fat diet-fed mice and mouse models with lupus (31–34). These observations suggest that the accumulation of Tregs and CD153^+^ T cells might represent a common feature of both aging and tissue inflammation. However, the accumulation of Th2 cells has not been previously observed in the spleen with aging, suggesting tissue-specific aging mechanisms for CD4+ T cells (8). Future efforts to comprehensively investigate the transcriptomic and functional similarities and differences of aging-induced T cells at various lymphoid and non-lymphoid organs might provide further insights into mechanisms of T cell aging.

CD153 exerts its function by ligation with CD30. CD30 was initially discovered to be highly expressed in B lymphoma cells (35, 36). CD30 is also found to be expressed in the spontaneous germinal center B cells of aged mice (31). CD153 has been found to be elevated in T cells in aged mice in other tissue such as the spleen (31, 32). Interaction between CD153+ CD4+ T cells with B cells in the spontaneous germinal center might promote spontaneous autoantibody production via CD153/CD30 interaction (31, 32). The CD153/CD30 signaling in the brain tissue, however, remains poorly understood. In addition, CD30 expression and CD153/CD30 signaling in non-B cell types have not been extensively explored previously. By analysis of Allan brain map datasets, we found that CD30 was expressed in hippocampus neurons. The infiltration of CD153+ T cells into the hippocampus suggests possibilities of direct interaction between CD153+ T cells and neurons via CD153/CD30 signaling. Depletion of CD153+ T cells led to worse spatial memory in aged mice, suggesting that CD153 + T cells may play a protective role in neural function. As electrophysiology studies on aged brain slices present challenges, we were unable to examine the direct effects of CD153 in regulating neuron function. In addition, due to the lack of available antibodies that can reliably detect CD30 in mouse tissue, we were not able to provide CD30 protein expression in mouse brain tissue. Future studies with new technologies and reagents to explore the precise direct effect of CD150/CD30 signaling in regulating neuron activities in aged mice would be highly worthwhile. In addition, using intravenous anti-CD45.2 PE labelling, our data show that CD153^+^ cells infiltrated into the brain parenchyma. In future investigation, it would be worthwhile to explore whether CD153^+^ T cells also infiltrate into other organs in aging organisms at homeostasis and various pathological conditions such as tumors and to explore the specific role of these unique aging-induced T cells in regulating tissue homeostasis and malignancy.

There are several additional limitations to this study. Our flow cytometric analysis indicates that treatment with the commercially available anti-CD153 clone RM153 depleted CD153^+^ T cells. Thus, this treatment may have broader effects beyond simply reducing CD153/CD30 signaling. In adipose tissue from high-fat diet-fed mice, CD153^+^ CD4^+^ T cells also expressed *Spp1* (encoding osteopontin), which may contribute to insulin resistance through osteopontin production (34). However, *Spp1* was not expressed by brain-associated CD153^+^ CD4^+^ T cells or other T cells in our scRNA-seq data. 

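Spp1 (ENSMUSG00000029304, chromosome 5 from 104435118 to 104441050) was detected in 13 of 362 cells gated as CD4 T cells in aged meninges and 10 of 230 cells in aged choroid plexus, against 2 of 281 cells and 2 of 473 cells gated as CD8 T cells. Median depths of the CD4 T cells were lower than those of the CD8 T cells in both tissues. Summed over aged CD4 T cells, Spp1 stood at 65.2 CPM (50.4 to 82.9) in the meninges and 238 CPM (204 to 276) in the choroid plexus. In young CD4 T cells 0 and 1 UMIs were found. In aged CD8 T cells it stood at 3.31 CPM (0.684 to 9.69) and 1.16 CPM (0.140 to 4.18). Aged CD4 T cells with a Tnfsf8 UMI had 196 CPM (147 to 255) in the meninges and 819.8 CPM (698 to 957) in the choroid plexus, and those without had 15.0 CPM (7.51 to 26.9) and 22.8 CPM (11.8 to 39.7). Cells without a UMI of a macrophage marker held 45.5% of the meningeal and 100% of the choroid plexus Spp1 UMIs of aged CD4 T cells. Few cells held most of the UMIs, with 166 of 172 in 6 choroid plexus cells and 54 of 66 in 5 meningeal cells.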

We were not able to provide feature plots for *Spp1*, because Seurat Featureplot function can only show positively expressed genes. Our scRNA-seq analysis also showed that brain-associated CD153^+^ CD4^+^ T cells expressed IFNγ, which may influence brain function. However, since other T cell subsets also produce IFNγ, and anti-CD153 treatment did not alter the overall levels of IFNγ among brain-associated T cells, it is unlikely that cytokine modulation is the primary mechanism of action. Taken together, our data suggest that CD153^+^ CD4^+^ T cells may influence brain function primarily through direct CD30/CD153 signaling rather than through changes in cytokine production. Nevertheless, we cannot rule out the possibility that CD153^+^ CD4^+^ T cells exert other functions that impact cognitive processes. Future studies employing blocking antibodies may help clarify the specific mechanisms through which these cells affect cognition. Additionally, although our qPCR data showed that CD153^+^ CD4^+^ T cells expressed the highest levels of *Tnfsf8* in the hippocampus, we cannot exclude the possibility that other cell types expressing CD153 may also influence brain function. Future efforts to address these limitations in future research would be worthwhile.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

# Supplementary material for: Aging induces T cells with distinct transcriptomic profiles and functions in brain-associated tissues
**Source:** Front Immunol. 2025 Jun 4;16:1619196. doi: 10.3389/fimmu.2025.1619196
**Supplement:** Supplementary file 1

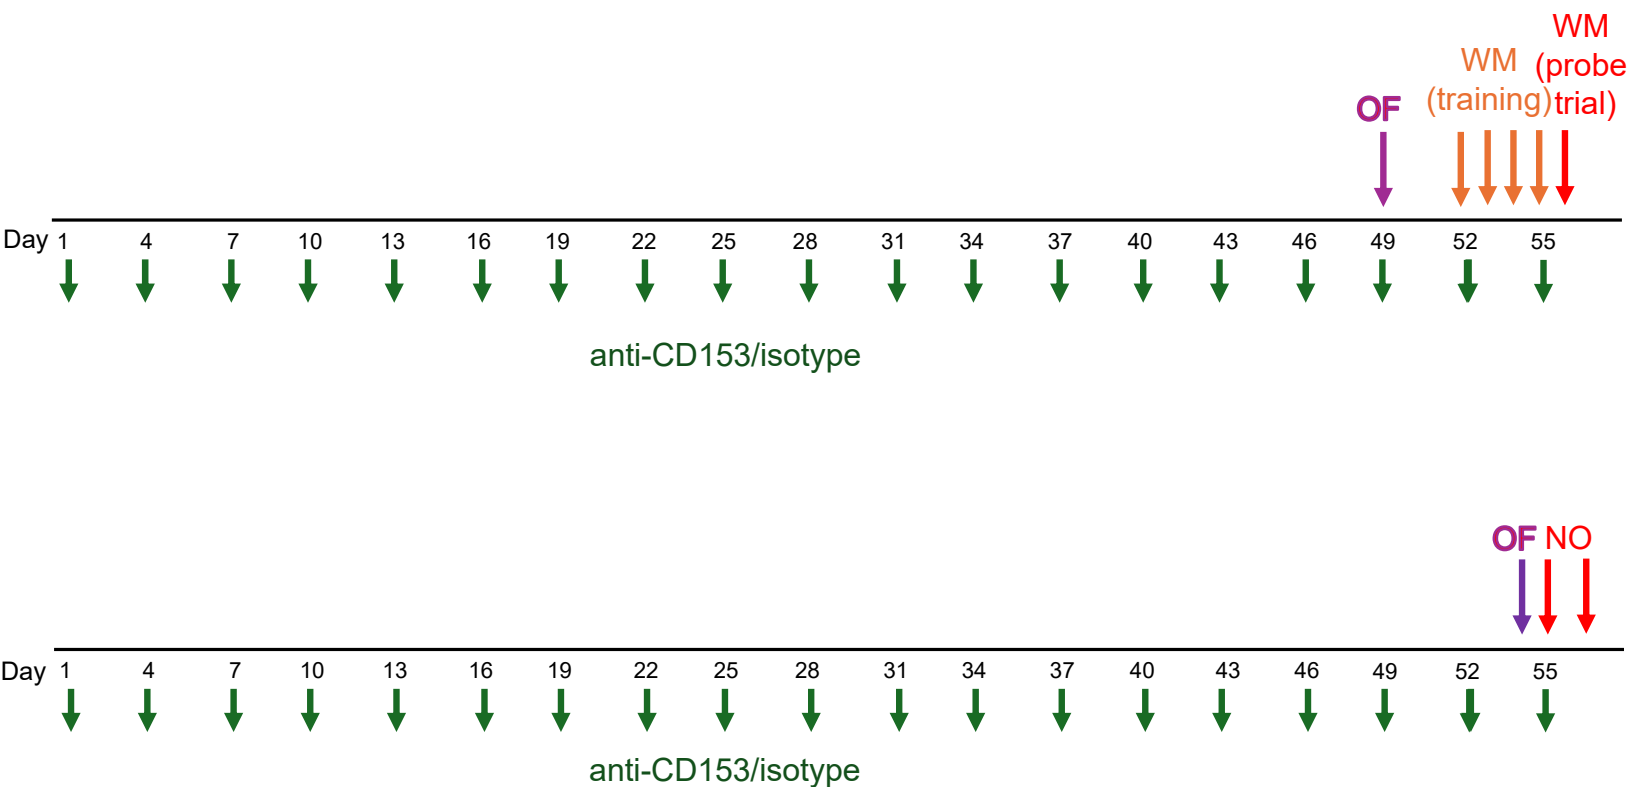

**Supplementary Figure 1: Experimental scheme for anti-CD153/isotype treatment and behavior tests.** Mice received intravenous injections of anti-CD153 antibody or an isotype control every three days for eight weeks. Mice underwent behavioral testing including open field assessment, water maze training, and probe trials, or open field and novel object recognition tasks. Behavioral testing was conducted at the conclusion of the eight-week antibody treatment period. OF: Open Field. NO: novel Object Test. WM: Water Maze Testing

How the deposited data were processed for this re-analysis (not part of the article)

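The 4 single-cell libraries analysed came from sorted T cells of the meninges and the choroid plexus of young and aged mice, each pooled from 5 animals. The paper reports female C57BL/6 mice. The flow cytometry, quantitative PCR and behaviour experiments of the paper were not analysed here. With 1 library per condition, all comparisons of aged with young are between single libraries. No p-value was taken from cells, which are not replicates. Intervals, and the checks that rest on them, were taken over cells or UMIs and do not cover variation between mice.

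The values are raw UMI counts per gene and cell, made by the authors with Cell Ranger 3.1.0 according to the file headers, without normalization. The paper's text does not give the genome build or the annotation used. The counts hold called cells, including cells outside the paper's limits on genes and mitochondrial UMIs, so these filters were applied here. They left out 16, 4, 105 and 7 cells with fewer than 200 genes and 61, 85, 156 and 169 cells with more than 5% mitochondrial UMIs, in the order young meninges, young choroid plexus, aged meninges and aged choroid plexus. No cell had more than 7000 genes. Scrublet, as implemented in scanpy, was run on each library with its automatic threshold. It marked a smaller share of cells in the aged libraries than the 0.889, 0.574, 1.36 and 1.02% expected from the cell numbers of the 4 libraries, so doublets can remain. An alternative set beforehand removed the 5% of cells with the highest score.

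T cells were cells with at least 1 UMI of Cd3d, Cd3e or Cd3g. CD4 T cells had a Cd4 UMI and none of Cd8a or Cd8b1, and CD8 T cells a UMI of Cd8a or Cd8b1 and none of Cd4. The T cells had a median of 3203, 2992, 2312 and 2838 UMIs per cell. Cells were thinned by drawing 1000 of their UMIs without replacement. Summed UMIs were scaled to CPM of all genes, and the log2 ratio was taken of aged over young after adding 10 CPM. Coordinates and identifiers came from the GENCODE vM21 annotation of GRCm38.

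Genes named in the text were those the paper names for its sequencing data, Tnfrsf8, and the 10 genes with the largest and the 10 with the smallest mean log2 ratio over both tissues among genes past the rule of size in both, for CD8 and for CD4 T cells, without T-cell receptor, immunoglobulin, mitochondrial and ribosomal protein genes. Genes named outside this rule are said to be so. The gene lists (cytotoxic, memory, anergy and naïve, 20 genes each), the marker genes, the gates, the rule of size, the cluster settings and the alternatives were chosen before the data were examined, apart from those of the comparison of state with type. Some genes and the gates that need them are not reported here. The comparison of state with type is given for gates by Ccr7 and Cxcr3, an alternative set before, which was made the reported one after its values were seen, with alternatives of its own chosen after seeing the data. The rule that turned raised markers into a cluster name was written afterwards, from markers already fixed. Of the leading genes of a cluster, the text and figures name those with a UMI in at least 10% of its cells, or give the number of cells, a rule set after the clusters were seen. A list's median log2 ratio was placed among 10000 random lists of as many genes drawn from the same 20 bins of mean expression. Lists were measured over genes with at least 20 UMIs in both ages together, 7016 genes in meningeal and 7648 in choroid plexus CD8 T cells.

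CD4 T cells of each tissue were log-normalized and clustered over both ages on 2000 variable genes with 20 principal components, 15 neighbours and Leiden resolution 0.8, with seed 0. A change to the pattern that leaves genes out of the clustering, made to correct an error, altered the clusters. A cluster of the meninges that carried the CD153 markers was named in the earlier run and is unnamed in the final one, so the names rest on small differences. A rule to break ties between names was tried after the clusters were seen and was dropped. Cell state and cell type were compared by the mean absolute log2 difference between pooled profiles thinned to one depth, and its interval came from leaving out cells in 20 groups in turn, in place of a bootstrap used at first. The interval of the Trbv comparison was corrected after its first values were seen. The T-cell receptor V gene with most UMIs in each cell gave an effective number of Trbv genes (inverse Simpson), over 200 resamplings to the same number of cells.

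The calculations were run in Python 3.11.15 with scanpy 1.11.5, anndata 0.12.19, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, leidenalg 0.10.2, igraph 0.11.9, scikit-image 0.26.0 and matplotlib 3.10.9. The rule of size was tested on simulated data with the depths of these libraries, in which 200 genes were changed. For CD8 it called 67 of 68 (meninges) and 66 of 68 (choroid plexus) genes with a log2 fold of 1.5 in the right direction. It also passed 8 of 5142 and 8 of 6402 unchanged genes, and in CD4 T cells 5 of 5383 and 26 of 4140. The simulation holds Poisson counting noise only, not variation between mice or between cells. Its changed genes were drawn from the better expressed ones in both tissues, with a log2 fold of 1.5 or more. Recovery of sparse genes and of changes near the minimum log2 ratio of 1 was thus not tested.

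The alternatives changed the thinning depth, the gates for CD4 and CD8, the limits on mitochondrial UMIs and genes per cell, the treatment of doublets, the T-cell gate, the scaling (TMM, or CPM without ribosomal protein and mitochondrial genes), the added CPM, the UMI minimum, the log2 minimum, thinning before summing, the cluster settings, the genes and ages of the comparison of state with type, and the choice of Trbv gene.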

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

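The tests for a few cells with very many UMIs (Ccl1, Itgae, Penk, Sostdc1 and Cd74) and for free RNA (Sostdc1) were chosen only after the result was seen, and Sostdc1, Cd74 and Penk were singled out after their values were seen. The form of the Itgae test and the split by tissue of the Penk and Sostdc1 tests were set after values of those tests were seen. The test of Cd74 for RNA of macrophages or B cells was written after the rise was seen and before the value of the test.

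Ccl1, which the paper does not report, went in opposite directions with age in CD4 T cells of the 2 tissues, with a log2 ratio of -5.68 in the meninges and 3.85 in the choroid plexus. The difference between the tissues was not tested. All 446 UMIs of the young meninges lay in 2 cells and all 97 UMIs of the aged choroid plexus in 3. The explanation that a few cells with very many UMIs made this pattern was found from these counts, so they do not test it. It cannot be told apart from a difference with age, since 2 and 3 cells are too few to decide.

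Itgae, a gene of the memory list, also went in opposite directions, in CD8 T cells, with a log2 ratio of -1.53 in the meninges (from 48 to 8 UMIs) and 1.11 in the choroid plexus (from 12 to 88 UMIs). The difference between the tissues was not tested. A few cells with very many UMIs are argued against, since without the 5 cells with most Itgae UMIs in the library with more, and with the other library kept whole, the log2 ratios were -1.22 and 0.90, beyond counting error. In the meninges 36 of 259 young and 5 of 281 aged cells had an Itgae UMI. A difference between single libraries, such as the cells that each dissection or sort gathered, and a difference with age that depends on the tissue both stay open, as neither was tested.

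Sostdc1, which the paper does not name, had no UMI in young CD4 T cells and 82 UMIs in aged CD4 T cells of the meninges and 86 of the choroid plexus, above the limit that a count of 0 allows. It is among the CD153 markers, which were fixed before. Free RNA shared by all cells is argued against, because the lower bound of the CD4 CPM was 5.69 times the upper bound of the CD8 CPM of the same library, in the tissue where this was lower. In the meninges a few cells with very many UMIs are argued against as the whole source, although 5 cells held 59 of the UMIs. Without them, 23 UMIs were left there, and the lower bound of the CPM was 3.46 times the upper bound in young cells. In the choroid plexus 6 UMIs were left and that ratio was 0.439, so a few cells cannot be told apart from a wider expression there. A difference with age stays open.

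Cd74, an MHC class II gene outside the set the paper discusses, had 430 UMIs in aged CD4 T cells of the meninges and 170 of the choroid plexus, against 12 and 24 in young ones. A candidate source is RNA of macrophages or B cells. Over the 7 macrophage markers, the CPM in CD4 T cells was 2.25 in young and 45.4 in aged meninges and 30.1 and 289 in the choroid plexus. Over 4 B cell markers it was 234 and 205, and 222 and 212. Among CD4 T cells without a UMI of either list, the log2 ratio of Cd74 fell from 4.21 to 0.57 in the meninges and from 2.15 to 1.22 in the choroid plexus, where it rests on 9 aged UMIs. The sources cannot be told apart, since the counts that remain are too few and B cell marker UMIs were found in 46.3% of young meningeal CD4 T cells. The cell with most Cd74 held 284 of its aged UMIs in the meninges and 94 in the choroid plexus, with 18 and 209 UMIs of these markers. Without the 5 aged cells with most, and with the young library kept whole, the log2 ratio was 1.66 in the meninges, beyond counting error, which argues against a few cells as the whole source there. In the choroid plexus it was 0.0813, so a few cells cannot be told apart from a wider rise, as the counts left are too few. The share of CD4 T cells with a Cd74 UMI was 3.53% (1.63% to 6.59%) in young and 11.0% (8.01% to 14.7%) in aged meninges and 1.81% (0.374% to 5.19%) and 11.3% (7.52% to 16.1%) in the choroid plexus. Doublets of T cells with other cells and a difference with age stay open too.

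Penk, which the paper does not name, had no UMI in young CD8 T cells and 22 UMIs in aged meninges and 199 in aged choroid plexus, above the limit that a count of 0 allows. Without the 5 cells with most Penk UMIs in each library the log2 ratio was 0.54 in the meninges, from 4 UMIs, whose interval overlaps that of the young cells, so a few cells with very many UMIs cannot be told apart from a wider rise there. In the choroid plexus 5 cells held 174 of the UMIs, so most of the rise rests on few cells. They are argued against only as its whole source. Without them the log2 ratio fell from 3.65 to 1.31, from 25 UMIs, whose interval does not overlap that of the young cells. The rule for this test was changed to exact intervals after its first form proved too narrow at a count of 0. A difference with age stays open.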

How the results depend on the processing

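The alternatives were chosen before the data were examined, except those of the ratio of state over type, which were chosen after seeing the data. The 37 main results had 435 values under alternatives. Of these, 349 stayed within the interval of the value as reported (for counts, within 1.5 times), 83 moved beyond it and 3 reversed. The 122 results for single genes had 1952, of which 1681 stayed within, 260 moved and 11 reversed. No paired analysis was possible because each condition has 1 pooled library. Differences in shares are given in percentage points, aged minus young.

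Thinning depth changes a share by its construction, as more UMIs per cell detect more genes. The share of Ccr7-positive cells differed without thinning by -48.4 (CD4) and -56.4 (CD8) in the meninges and by -50.3 and -38.4 in the choroid plexus. At 2000 UMIs it differed by -44, -44.4, -44.0 and -24.8 in the same order, and at 500 UMIs by -20.6, -17.0, -19.3 and -8.01. The Cd44-positive share differed without thinning by 13.8 (CD4) and 8.44 (CD8) in the meninges and 17.2 (CD4) in the choroid plexus, and by 11.2 in meningeal CD8 T cells at 2000 UMIs. For Foxp3 the difference was 9.41 and 6.29 without thinning and 8.08 in the meninges at 2000 UMIs. For Tnfsf8 it was 19.3 and 19.1 without thinning and 7.62 in the meninges at 500 UMIs.

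Calling CD4 and CD8 by cluster moved 9 main results and was the setting under which results reversed. It called 929 of 1010 young and 868 of 1407 aged meningeal T cells CD8, and 586 of 620 and 829 of 1093 in the choroid plexus. In meningeal CD4 T cells the Ccr7-positive share differed by -18.3, the Cd44-positive share reversed to -2.92 and the Foxp3 share reversed to -0.726. In the choroid plexus the Ccr7-positive share differed by -4.59 (CD4) and -26.7 (CD8), and the Cd44-positive share reversed to -2.15 (CD4) and differed by 6.63 (CD8). For CD8, 108 genes were higher in both tissues. The list medians were 1.00 for memory in the meninges and 1.19 (cytotoxic), 1.08 (memory) and 0.63 (anergy) in the choroid plexus. The log2 ratios that reversed were Il2 -0.0694, H2-Aa -0.61, Cd74 -0.43, H2-Ab1 -0.0874 and H2-Eb1 -0.51 in meningeal CD4 T cells, and Cxcr3 -0.93, Cd74 -0.24, Igfbp4 1.32, Atp1b1 0.18, Ly6c1 1.57 and Pdlim4 1.501 in choroid plexus CD4 T cells. A cluster was called CD8 where its Cd8a and Cd8b1 UMIs outnumbered its Cd4 UMIs. Over young and aged meningeal T cells these UMIs were 1802 and 1713, against 373 and 513 of Cd4. In the choroid plexus they were 1086 and 3379, against 247 and 369. A cluster that mixed both types could thus be called CD8. This left 81 young CD4 T cells in the meninges and 34 in the choroid plexus, so the reversals rest on few young cells. Whether clusters mixed the types was not tested.

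Counts of CD8 genes followed the thresholds by construction. At least 50 UMIs gave 92 genes higher and 60 lower in the meninges, 94 and 32 in the choroid plexus, and 31 and 24 in both. A log2 ratio of at least 0.58 gave 618 genes higher and 395 lower in the meninges, 791 and 205 in the choroid plexus, and 207 and 101 in both. A log2 ratio of at least 2 gave 19 genes higher and 9 lower in the meninges, 5 and 11 in the choroid plexus, and 4 and 6 in both. Adding 1 CPM gave 307 higher and 245 lower in the meninges, 539 and 98 in the choroid plexus, and 107 higher in both. Adding 50 CPM gave 40 genes higher and 20 lower in the meninges, 16 and 16 in the choroid plexus, and 11 and 11 in both. Without ribosomal protein and mitochondrial genes, 190 genes were lower in the meninges, and of the genes past the rule there 47.4% were higher against 63.3% with all genes. That scaling moved the median log2 ratio of all genes from 0.04 to -0.07 in meningeal CD8 T cells. Thinned to 1000 UMIs before summing, 29 genes were lower in the choroid plexus and 18 in both.

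The list medians kept their sign under the alternatives run. With 50 CPM added, the cytotoxic median was 0.82 and 0.48, the naïve median -1.09 and -1.01, and the memory median in the choroid plexus 0.53. With 1 CPM added, the naïve median in the choroid plexus was -2.16. Without ribosomal protein and mitochondrial genes the naïve medians were -1.78 and -1.97. Thinned before summing, the cytotoxic and naïve medians of the meninges were 1.79 and -2.14, and the cause was not tested. The anergy list of the choroid plexus ranged in percentile among random lists from 83.3 to 100.

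Among CD4 clusters, the naïve-like difference stayed within its interval under all 11 alternatives in both tissues. A Treg-like meningeal cluster was found under 8 of them and gave no value with Leiden resolution 1.2, with 10% mitochondrial UMIs or without doublet removal. Its difference was 7.01 with 10 principal components, 9.94 with 30 and 16.5 with the named and marker genes kept. The effector memory-like difference was 30.5 in the meninges with Leiden resolution 0.5, which gave no such cluster in the choroid plexus. The cause was not tested.

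The ratio of state over type is given for gates by Ccr7 and Cxcr3, an alternative set before the data were examined that was made the reported one after its values were seen. Its own alternatives, which keep these gates and change 1 more choice, were chosen after seeing the data. It fell to 1.33 (meninges) and 1.14 (choroid plexus) in young and to 1.07 and 1.03 in aged cells alone, where few cells were left and counting noise was larger. It was 2.07 and 1.79 with genes at 200 CPM or more, which lowers the noise. Depth limits the shares of Foxp3, Il4, Il2 and Klrg1, which rest on few cells at 1000 UMIs.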

Differences from the paper's values

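No tests are reported here, only values. The alternatives named were all set before the data were examined, except the steps that leave out cells with most Gzma, which were chosen after seeing the values.

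The number of genes higher with age in CD8 T cells of both tissues was 55 by the rule of size used here, and the paper's value is 94, from a test across cells. Of the 16 alternatives set before the data were examined, adding 1 CPM (107), at least 10 summed UMIs (64) and calling CD8 by cluster (108) came within 1.5 times the paper's value, and the other 13 did not.

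Of aged meningeal CD4 T cells, 3.59% (1.93% to 6.06%) of 362 lay in the naïve-like cluster. The paper's share is about 6% in Fig. 3B, read by eye, over a number of cells that the paper's text does not give. It lies within this interval. Of the 11 alternatives set before the data were examined, the wider gate (5.29%), 10% mitochondrial UMIs (4.87%) and at least 500 genes per cell (4.17%) came within 1.5 times of it, and the other 8 did not. Of young meningeal cells the share was 63.5% (57.3% to 69.4%), against about 85% in Fig. 3B. In the young choroid plexus it was 72.3% (64.8% to 78.9%), against about 88% in Fig. 3F, also read by eye. These young shares were within 1.5 times of the paper's values, but differed from them beyond counting error.

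Of young meningeal CD4 T cells, 11.4% of 255 lay in the Treg-like cluster, and the paper's share is about 5% in Fig. 3B, read by eye. Of the alternatives set before the data were examined that gave such a cluster, 10 principal components (4.31%), 30 principal components (4.71%), keeping the named and marker genes (5.88%) and the wider gate (5.31%) came within 1.5 times of it. Leiden resolution 0.5 (10.2%), at least 500 genes per cell (9.80%), removal of the top 5% by Scrublet score (11.2%) and no T-cell gate (9.38%) did not. The other 3 gave no such cluster. Of aged cells, the paper's share is about 29%, read by eye. With 10 and 30 principal components it was 11.3% and 14.6%, beyond 1.5 times from that value. Keeping the named and marker genes (22.4%) and the wider gate (24.5%) came within 1.5 times of it.

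The paper lists Gzma among the genes higher with age in CD8 T cells of both tissues. Here its log2 ratio was -0.34 in the meninges and -1.28 in the choroid plexus, and no alternative set before gave a value above 0. Calling CD8 by cluster came nearest, with -0.05 and -0.04. Without the 5 cells with most Gzma UMIs in each library, chosen after seeing the values, the log2 ratio was 0.76 in the meninges and 0.57 in the choroid plexus, the latter from 5 young UMIs. With the same share of cells left out of both choroid plexus libraries, also chosen after seeing the values, it was -0.60. The paper lists Nkg7, Cxcr6 and Itgb1 there as well. Nkg7 and Cxcr6 were under a log2 ratio of 1 in the choroid plexus, with 0.84 and 0.80, and Itgb1 was under it in both tissues, with 0.83 and 0.80. With CD8 called by cluster Nkg7 reached 1.80 and 1.54, Cxcr6 1.02 and 1.11 and Itgb1 0.97 and 1.08. Thinned to 1000 UMIs before summing, Itgb1 reached 1.16 and 0.99. All 3 passed in both tissues with a log2 ratio of at least 0.58.

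The paper states that Spp1 was not expressed by the T cells of its scRNA-seq data. Here it stood at 65.2 CPM in aged meningeal and 238 CPM in aged choroid plexus CD4 T cells. With CD4 called by cluster the log2 ratio in the choroid plexus was 0. The paper describes a Th2 subset with Il4 and an effector subset with Il2 in aged and not in young meninges. Here no meningeal cluster was Th2-like by its markers under any setting, and Il2 was highest in the effector memory-like cluster, which held 14.1% of young and 26.2% of aged cells. The paper states that cells with high Il7r increased in the aged choroid plexus. Here its CPM, a pooled level and not a number of cells with high Il7r, went from 616 to 441 in CD8 T cells. In CD4 T cells the change in its CPM was within counting error. The measures are unlike, so these values do not test the paper's statement. With CD4 called by cluster its log2 ratio there was 0.77. The paper gives the Tnfsf8-positive subset as the largest of aged meningeal CD4 T cells. Here the Treg-like cluster held 34.8% and the cluster with most Tnfsf8 27.1%. With the wider gate, a cluster with Tnfsf8 among its leading genes was the largest, with 25.5%. Among named clusters, a CD153-like one was the largest with 10% mitochondrial UMIs (32.3%) and without doublet removal (27.9%), and it equalled the effector memory-like one with 30 principal components (33.4%). The paper describes Ifng in one of the Tnfsf8-positive subsets of the choroid plexus. Here the clusters with most and next most Tnfsf8 had 42.0 and 37.1 CPM of Ifng, with overlapping intervals. The latter cluster had less Tnfsf8 than all aged CD4 T cells of the tissue together. It need not be a Tnfsf8-positive subset, so this comparison cannot decide the point.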

Other observations

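The tests on Spp1, blood, Il4 and Trbv genes were chosen only after the result was seen. So was the test on Gzma that leaves out the same share of cells. Those on dissociation stress, on the 5 cells with most Gzma and on Tnfsf8 were written after the pattern was seen and before the value of the test.

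Spp1 UMIs were found in aged and hardly in young CD4 T cells. A single cell with very many UMIs is argued against as the whole source. A few such cells stay open, as 5 cells held 54 of 66 UMIs in the meninges and 161 of 172 in the choroid plexus. Without the top cell the CPM was 43.6 in the meninges and 103 in the choroid plexus, and its lower bound was 7.62 times the upper bound of young cells in the tissue where this was lower. Free RNA shared by all cells is argued against too, since the lower bound in CD4 T cells was 5.20 times the upper bound in CD8 T cells. The test for macrophage RNA was split by tissue after the pooled value was seen. In the choroid plexus, cells without a UMI of a macrophage marker held 100% of the Spp1 UMIs, which argues against it. The 6 cells with most Spp1 held no macrophage marker UMI among 21320 UMIs. In the meninges such cells held 45.5%, and macrophage RNA cannot be told apart from expression by the T cells, as the counts lie in few cells. A difference with age in these libraries stays open, and expression of Spp1 by a few T cells that also hold Tnfsf8 may be weighed as a hypothesis in the choroid plexus.

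Naïve-like CD4 clusters held a smaller share of the CD4 T cells of aged mice. More blood, with its naïve T cells, in the young samples cannot be told apart from a difference with age. The CPM of the erythrocyte markers over all deposited cells was 16301 in young and 59383 in aged meninges, and 1498 and 953 in the choroid plexus, so the ratio of young over aged was 0.275 in the tissue where it was lower. Over all cells the tissues went opposite ways, but in the choroid plexus these UMIs lay in a few cells of each library. Among the T cells kept, the CPM was 216 in young and 343 in aged meninges. In the choroid plexus it was 1.42 and 1.65, from 3 and 6 UMIs. Red cells need not follow T cells of the blood through a sort.

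Dissociation stress in the aged samples may raise genes in CD8 T cells of both tissues. The median log2 ratio of the stress list lay above 96.3% of random lists in the choroid plexus, where 4 of its genes were measured, and above 82.7% in the meninges, with 8. With so few genes it cannot be told apart, and the verdict was left open after the value was seen. None of the genes higher in both tissues was on the list.

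Il4 UMIs in young meningeal T cells may come from cells that resemble natural killer T cells. Of the Il4-positive T cells, 45.5% (10 of 22) had a UMI of Klrb1c or Zbtb16, against 3.74% of the other T cells. These cells were taken over all T cells, of which most with Il4 lay outside the CD4 gate. The explanation is limited to the young meninges. In aged meninges 5 of 29 Il4-positive T cells had such a UMI and 10 of 29 one of the Th2 markers Il1rl1 or Gata3, and in the aged choroid plexus 0 of 31 and 23 of 31.

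The effective number of Trbv genes over 153 cells was 16.4 in young and 14.9 in aged meningeal CD8 T cells, and 15.7 and 15.5 in the choroid plexus. In CD4 T cells it was 12.7 and 12.8, and 14.8 and 11.7. Expansion of a few clones with age cannot be told apart from its absence, since the largest fall in CD8 T cells, -1.53, had an interval that includes 0 and a V gene is shared by many clones.

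Whether the lower Gzma of aged choroid plexus CD8 T cells comes from a few cells of the young library cannot be told apart from a difference with age. Without the 5 cells with most Gzma UMIs in each library the log2 ratio was 0.57, and 0.76 in the meninges. The choroid plexus value rests on 5 young UMIs, and 5 cells are a larger part of its young library. With the same share left out, 5 young and 14 aged cells, the log2 ratio was -0.60, so the counts left are too few to decide.

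Macrophage RNA as the source of the CD4 clusters that held mostly aged cells is argued against for Tnfsf8. Among aged CD4 T cells without a macrophage marker UMI, 15.5% had a Tnfsf8 UMI in the meninges and 14.5% in the choroid plexus, against 2.38% and 1.85% of young ones. A difference between single libraries and one with age stay open.

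Id2, named in a figure of the paper, had log2 ratios of 1.57 and 0.83 in CD8 T cells of the meninges and the choroid plexus, and Litaf of 0.66 and 0.79. Tnfrsf8, which encodes CD30, had 2 UMIs in aged choroid plexus CD4 T cells and none in young ones.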
